# lncRNA *5430416N02Rik* Promotes the Proliferation of Mouse Embryonic Stem Cells by Activating *Mid1* Expression through 3D Chromatin Architecture

**DOI:** 10.1016/j.stemcr.2020.02.002

**Published:** 2020-03-10

**Authors:** Tong Zhao, Mingyang Cai, Man Liu, Guangsong Su, Daniel An, Byoungsan Moon, Guochang Lyu, Yibo Si, Lingyi Chen, Wange Lu

**Keywords:** *5430416N02Rik*, lncRNA, 3D chromatin structure, embryonic stem cells

## Abstract

Both 3D chromatin architecture and long non-coding RNAs (lncRNAs) play essential roles in pluripotency maintenance. However, whether lncRNAs are involved in organizing 3D chromatin structure remains largely unexplored. We identified 39 lncRNAs bound by Klf4, among which we further revealed the *5430416N02Rik* promoter is a chromatin interaction hub. Knockout of the *5430416N02Rik* locus reduces the proliferation rate of embryonic stem cells (ESCs). Moreover, deleting both the promoter and the gene body of *5430416N02Rik* causes a more severe proliferation defect and has a more profound impact on the transcriptome than deleting the gene body alone. The reduced proliferation of the *5430416N02Rik* locus knockout ESCs is mainly due to the downregulation of *Mid1*, the expression of which requires the inter-chromosomal interaction between *Mid1* and *5430416N02Rik* loci. In summary, our data demonstrated that the lncRNA *5430416N02Rik* gene locus maintains the fast proliferation of ESCs by activating the expression of *Mid1* through chromatin interaction.

## Highlights

• lncRNA *5430416N02Rik* participates in organizing 3D chromatin architecture
• lncRNA gene *5430416N02Rik* promoter is a chromatin interaction hub
• Knockout of *5430416N02Rik* locus reduces the proliferation rate of ESCs
• Interaction between *5430416N02Rik* and *Mid1* loci activates *Mid1* transcription

## Introduction

Embryonic stem cells (ESCs), derived from the inner cell mass of pre-implantation blastocysts, are able to self-renew indefinitely, while maintaining the differentiation potential into all types of cells in the body (Evans and Kaufman, 1981). Understanding the molecular mechanisms of pluripotency maintenance is beneficial for the potential application ESCs in regenerative medicine. It has become clear that 3D chromatin architecture plays an essential role in the establishment and maintenance of pluripotency (Apostolou et al., 2013, Wei et al., 2013a, Wei et al., 2013b, Zhang et al., 2013). Genomes are organized into topologically associated domains (TADs), which are conserved in different cell types and across species (Dixon et al., 2012, Ji et al., 2016). Yet, extensive chromatin reorganization, altering chromatin interactions both within and between TADs, occurs during lineage specification of ESCs (Dixon et al., 2015, Phillips-Cremins et al., 2013). More importantly, unique pluripotency-specific chromatin interactomes around the key pluripotency gene loci, *Nanog* and *Oct4*, are maintained in ESCs, and are functionally important for pluripotency (Apostolou et al., 2013, Wei et al., 2013a).

Chromatin architectural proteins (CAPs), such as CTCF, Cohesin, and Mediator, regulate and stabilize chromatin interactions (Dixon et al., 2012, Handoko et al., 2011, Kagey et al., 2010, Tang et al., 2015). In addition, Klf4, a pluripotency transcription factor, together with Cohesin and Mediator, organizes long-range chromosomal interactions at the *Oct4* locus in mouse ESCs (mESCs) (Wei et al., 2013a). However, it is difficult for these relatively small and globular CAPs to bring relatively bulky chromatin regions close and stabilize the chromatin interaction, even though protein complexes are formed by CAPs. Due to the flexible linear shape, long non-coding RNAs (lncRNAs) might serve as scaffold molecules to assist CAPs in organizing chromatin architecture. For example, lncRNA *Firre*, interacts with hnRNPU to maintain the interactions of its own gene locus with five distinct trans-chromosomal loci (Hacisuleyman et al., 2014). In addition, lncRNAs have been shown to be involved in the self-renewal and differentiation of ESCs, as well as somatic cell reprogramming (Guttman et al., 2011, Loewer et al., 2010, Yin et al., 2015). Nevertheless, whether lncRNAs contribute to pluripotency maintenance through organizing 3D chromatin architecture remains elusive.

In this study, we investigated the role of lncRNA locus in organizing 3D chromatin architecture essential for pluripotency maintenance. Through RNA-binding protein immunoprecipitation coupled with sequencing (RIP-seq) experiments, we first identified 39 Klf4-bound lncRNAs. Taking account of known functional lncRNAs in maintaining and inducing pluripotency, we further studied the lncRNA *5430416N02Rik*. 4C and Capture-C experiments coupled with sequencing demonstrated that the promoter of *5430416N02Rik* is a chromatin interaction hub. Moreover, knocking out both the promoter and the gene body of *5430416N02Rik* affects more genes and causes a more severe proliferation defect in ESCs, in comparison with knockout of the *5430416N02Rik* gene only, demonstrating the additional function of the *5430416N02Rik* promoter other than driving the transcription of *5430416N02Rik*. Mechanistically, knockout of the *5430416N02Rik* locus impairs the inter-chromosomal interaction between *5430416N02Rik* and *Mid1* loci, leads to downregulated *Mid1* transcription, and consequently reduces the proliferation rate of ESCs. Our work expanded the knowledge of how lncRNAs gene loci regulate pluripotency by organizing 3D chromatin architecture in ESCs.

## Results

### Identification of CAP-Associated lncRNAs

We demonstrated previously that Klf4, a pluripotency transcription factor, together with Cohesin and Mediator, organizes long-range chromosomal interactions at the *Oct4* locus in mESCs (Wei et al., 2013a). To test the possibility that lncRNAs serve as scaffold molecules, and collaborate with Klf4 and other CAPs to form large RNA/protein complexes and organize 3D chromatin architecture, RIP-seq was carried out to detect whether Klf4 binds to any lncRNAs. The first RIP (Klf4_WT) was performed with a Klf4 antibody to pull-down endogenous Klf4 in wild-type (WT) ESCs. To circumvent the specificity issue of the Klf4 antibody, two additional RIP experiments (Klf4_3F and Flag_3F) were conducted in 3F ESCs, in which 3×Flag tag is fused to the N terminus of endogenous Klf4 (Figures S1A–S1D), with Klf4 and Flag antibodies, respectively. Both principal-component analysis (PCA) and sample-to-sample distance analysis demonstrate the robust consistency of three biological replicates and the similarities among these three RIP samples, in comparison with input RNA samples (Figures 1A and S1E). Analyzing each RIP-seq profile with the DESeq2 pipeline, using the corresponding input profile as the background, 1,115, 924, and 777 significantly enriched RNAs were identified in Klf4_WT, Klf4_3F, and Flag_3F profiles, respectively (Table S1). Overlapping the three lists of significantly enriched RNAs allowed us to identify 343 Klf4-bound RNA with high confidence (Figure 1B; Table S1). Seventy-seven percent of these Klf4-bound RNAs encode proteins, and 72 RNAs (21%) belong to the processed transcripts lacking open reading frame. 39 out of the 72 non-coding RNAs (54%) are lncRNAs (Figure 1C). These 39 Klf4 bound lncRNAs are candidates for CAP-associated RNA.

**Figure 1:**
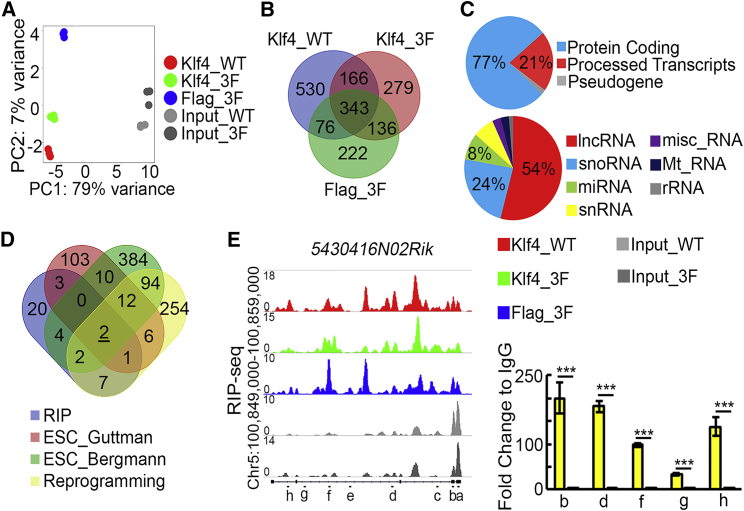
Identification of Potential CAP-Associated RNA (A) Principal-component analysis of RIP-seq results. Three biological replicates were performed for each RIP-seq experiment. (B) High-confidence Klf4-bound RNAs identified by overlapping significantly enriched RNAs in three RIP-seq experiments. The detailed information of these RNAs is listed in Table S1. (C) Classification of Klf4-bound RNAs (upper panel) and processed transcripts (lower panel). (D) Comparison of Klf4-bound lncRNAs (RIP), lncRNAs regulating ESC transcriptome (ESC_Guttman and ESC_Bergmann), and lncRNAs activated during reprogramming (Reprogramming). The detailed information of these lncRNAs is listed in Table S1. (E) Left panel shows representative signals at the *5430416N02Rik* locus from Klf4_WT (red), Klf4_3F (green), and Flag_3F (blue) RIP-seq, as well as input RNAs (gray). Eight DNA amplicons (a–h) are illustrated as short black bars. Right panel shows the result of RIP qRT-PCR with Klf4 antibody and IgG control. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001, t test.

Proper long-range chromatin interactions are essential for the self-renewal of ESCs and somatic cell reprogramming. Thus, we expected that CAP-associated lncRNAs in ESCs should play roles in pluripotency maintenance and reprogramming. Previous studies have identified lncRNAs regulating ESC transcriptome (Bergmann et al., 2015, Guttman et al., 2011), and lncRNAs activated during reprogramming (Kim et al., 2015). Comparison of the 39 Klf4 bound lncRNAs to these 3 groups of lncRNAs identified two lncRNAs, *5430416N02Rik* (also known as *Gm3514* and *Adapt33*), and *2500002B13Rik*, shared by four lists (Figures 1D, 1E, and S1F; Table S1). Hence, these two lncRNAs are most likely CAP RNAs.

Among these two CAP RNA candidates, *5430416N02Rik* RNA is also bound by CTCF protein, a well-known insulator binding protein involved in chromatin interactions (Kung et al., 2015), further suggesting *5430416N02Rik*'s role as a CAP-associated RNA. RIP coupled with qRT-PCR was performed to validate the RIP-seq result, and revealed strong binding of Klf4 to *5430416N02Rik* RNA (Figure 1E). It has been shown that *5430416N02Rik* is a multiple stress-responsive riboregulator (Wang et al., 1996, Wang et al., 2003). Cytoplasmic/nuclear fractionation assay shows that the *5430416N02Rik* transcript is abundant in the nucleus of mESCs (Figure S1H). Yet, the function of *5430416N02Rik* in ESCs is not well characterized. So we focused on investigating the function of *5430416N02Rik* in ESCs, especially its role in 3D chromatin architecture.

### Functions of *5430416N02Rik* in Regulating Chromatin Interaction

Unlike proteins, lncRNAs often exert their function immediately following or even during their transcription without processing or translocation (Quinn and Chang, 2016). If *5430416N02Rik* functions in *cis* to regulate 3D chromatin architecture, its gene locus should be an organizing hub for chromatin interactions. We investigated the histone codes as well as the occupations of architecture proteins at the *5430416N02Rik* gene locus, considering the tight relationship between genome-wide interactions and activating chromatin marks (Huang et al., 2015). There is a good correlation of active histone marks (H3K27ac, H3K4me1, and H3K4me3) and CAPs (Med12, Smc1a, and Klf4) binding signals at the *5430416N02Rik* promoter region (Figure S2A), implying that the promoter of *5430416N02Rik* may have interactions with other chromatin regions in ESCs.

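Circular chromosome conformation capture lists the chromatin regions that are ligated to a chosen fragment, the bait, which lies at the promoter of 5430416N02Rik. Libraries were made from 2 biological replicates of mouse ESCs. The authors mapped the reads to NCBI37/mm9 with BWA, assigned them to HindIII sites, reduced each site to contacted or not contacted, and compared the contacted sites in a sliding window with those in a background window. They deposited the start and end of each significant region, called in each replicate separately and without a score. From these positions alone, the read depth behind a region is unknown. The covered length, the overlap between the replicates and the genes inside the regions were computed from these positions. In NCBIM37, 9 regions ended past the end of their chromosome. As the coordinates stand, 24 of the 680 region starts lay at a HindIII site of NCBIM37. After the difference between the GRCm38 and NCBIM37 positions of genes within 1.5 Mb was subtracted, 612 of the 646 starts with at least 3 such gene positions did. Gene positions were therefore taken from the RefSeq annotation of GRCm38, and region positions are given as deposited.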

To demonstrate that the promoter region of *5430416N02Rik* is a chromatin interaction hub, we performed circular chromosome conformation capture followed by high throughput sequencing (4C-seq), with a bait located about 1 kb upstream the transcription starting site (TSS) of *5430416N02Rik* using HindIII (Figure S2A). 339 and 341 significant *5430416N02Rik*-interacting regions were identified in two independent biological replicates of 4C-seq experiments (Table S2). 

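The 339 regions of replicate 1 lay on 20 chromosomes and covered 1009 Mb. This was 42.1% of the 2397 Mb between the first region start and the last region end of each chromosome. Their median length was 2486 kb, from 271.3 to 15410 kb. The 341 regions of replicate 2 lay on the same 20 chromosomes and covered 986.4 Mb, or 41.2% of that span, with a median length of 2298 kb, from 299.2 to 20190 kb. On chromosome 5, which carries the bait, 56 regions were listed in each replicate. They covered 29.7% of the span of chromosome 5 in replicate 1 and 24.5% in replicate 2.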

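Intersecting the significant regions of the 2 replicates, with any overlap counted, gave 300 segments with a median length of 1755 kb. The segments covered 640.3 Mb, which was 63.5% of the length covered in replicate 1 and 64.9% of that in replicate 2. When the regions of replicate 2 were shifted along each chromosome, with the end joined to the start, the shared length was 430.3 Mb on average and at most 499.1 Mb in 10000 shifts (one-sided permutation by circular shifts, p = 0.0001, the smallest these shifts can give). The shifts gave 274.7 segments on average (one-sided permutation by circular shifts, p = 0.0042). Outside chromosome 5, 258 segments were shared against 244.4 on average (permutation by circular shifts, p = 0.064), and the shared length was 616.6 Mb against 419.6 Mb (permutation by circular shifts, p = 0.0001). Stretches of the genome where neither replicate can have a region make these p-values too small. The number of shared regions moved most when the overlap had to cover 50% of both regions, which left 153.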

Overlapping the identified regions from two biological replicates revealed 300 *5430416N02Rik*-interacting regions with high confidence (Figure S2B). Further analysis revealed that 12,717 genes are located in the 300 *5430416N02Rik*-interacting regions (Table S2). Thus, our 4C-seq and previous chromatin immunoprecipitation sequencing (ChIP-seq) results collaboratively suggest that the *5430416N02Rik* promoter is a chromatin interaction hub.

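Of the 49997 genes that RefSeq places on GRCm38, 16947 (33.9%) overlapped a shared segment by at least 1 bp. Of the 21900 protein-coding genes among them, 8419 (38.4%) did. The bait gene 5430416N02Rik and its neighbors Lin54 and Sec31a lay inside a region of both replicates, which ran from 98805916 to 102323452 on chromosome 5 in replicate 1 and from 98902380 to 102250233 in replicate 2.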

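Each of the 20 chromosomes held shared segments, from 5 on chromosome 19 to 42 on chromosome 5. The share of a chromosome's span that they covered ran from 16.1% on chromosome 5 to 54.2% on chromosome 8. This ranking depends on the span between the first and last region, which was 70.43 Mb on chromosome 8 and 142.1 Mb on chromosome 7. The shared length was largest on chromosome 7, at 54.56 Mb, against 38.17 Mb on chromosome 8. On chromosome X, 18 segments covered 31.87 Mb, or 19.4% of its span. With 2 replicates and no control bait, no test of the number of contacts was possible. From the interacting regions together with earlier ChIP-seq results, the paper proposes that the promoter is a hub of chromatin interactions.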

To further prove the function of the *5430416N02Rik* locus in regulating chromatin interaction, we constructed heterozygous and homozygous ΔG ESC lines, in which the gene body of *5430416N02Rik* is replaced by a “GFP-IRES-Puro” cassette (Figures 2A and 2B), and performed Capture-C experiment followed by sequencing, using heterozygous and homozygous ΔG ESC lines. The bait for the Capture-C experiment is located just nearby the bait we used in 4C libraries. We detected 2,423 and 2,820 *5430416N02Rik*-interacting sites in the replicates of heterozygous and homozygous ΔG ESCs, respectively (Table S2). These *5430416N02Rik*-interacting sites are distributed along all of the chromosomes, while about half of the interactions are within chromosome 5 where *5430416N02Rik* is located (Figure 2C). Most importantly, we identified 1730 differential *5430416N02Rik*-interacting sites between heterozygous and homozygous ΔG ESCs, which are widely spread out through the genome (Figure 2D; Table S2). It provides evidence that heterozygous and homozygous ΔG ESCs have very different chromatin interactions.

**Figure 2:**
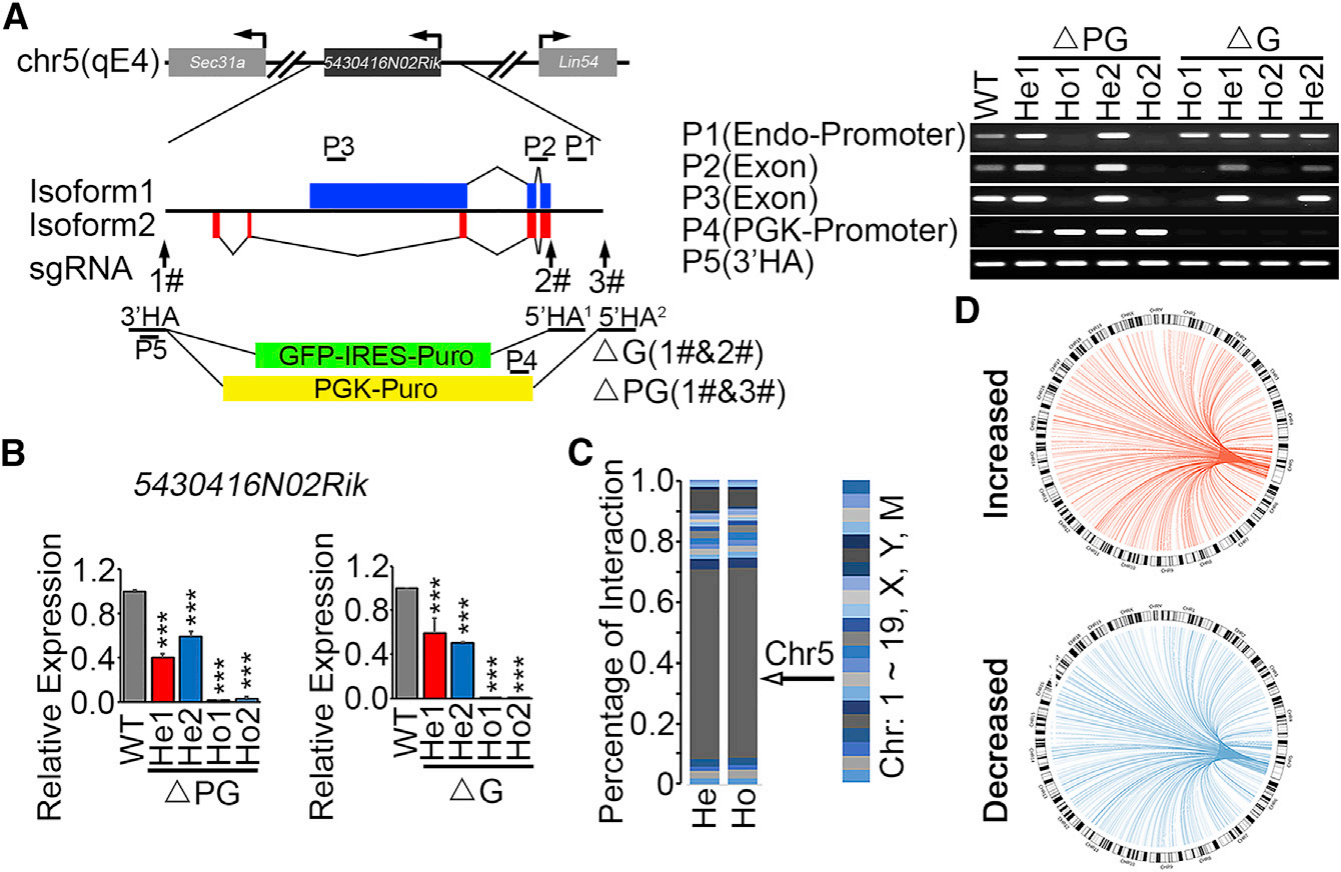
*5430416N02Rik* RNA Is Required for the Chromatin Interactions at Its Promoter (A) Schematic illustration of knockout strategy at the *5430416N02Rik* locus. Two isoforms of *5430416N02Rik* are shown with blue and red boxes, respectively. The gene body and the promoter (~2 kb upstream of TSS) of *5430416N02Rik* are replaced by a PGK-puro cassette, resulting in homozygous (Ho) or heterozygous (He) ΔPG ESCs. In ΔG cells, only the gene body is replaced by a GFP-IRES-Puro cassette. He1&2 and Ho1&2 are two independent heterozygous and homozygous clones, respectively. Vertical arrows mark targeting sites of three sgRNAs. Homology arms (3′ HA, and 5′ HA^1^ and 5′ HA^2^) are shown in bold. Short black lines, P1 to P5, marks PCR amplicon for genotyping. The bottom panel shows the genotyping results. (B) *5430416N02Rik* expression levels in heterozygous and homozygous ΔPG and ΔG ESCs, as well as WT ESCs, detected by qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001, t test. (C) Numbers of interacting sites with the *5430416N02Rik* promoter in individual chromosomes identified by Capture-C-seq are shown in 100% stacked column. (D) Circos plots of differential *5430416N02Rik*-interacting sites in homozygous ΔG ESCs, compared with heterozygous ΔG ESCs, identified by Capture-C-seq. Two biological replicates were performed for each Capture-C experiment.

### Both the Promoter and the Gene Locus of *5430416N02Rik* Play Important Roles in ESC Proliferation

To investigate the biological function of the *5430416N02Rik* locus, we characterized the phenotype of heterozygous and homozygous ΔG ESCs. Given the importance of the *5430416N02Rik* promoter in mediating chromatin interactions, we also constructed ΔPG ESC lines, in which the gene body and the promoter of *5430416N02Rik* are both knocked out (Figure 2A). Two independent heterozygous clones (He1 and He2) and homozygous clones (Ho1 and Ho2) of ΔG and ΔPG ESCs are used for phenotype characterization (Figures 2A and 2B). Notably, homozygous ΔG and ΔPG ESCs grow slower than WT and heterozygous ESCs. Intriguingly, homozygous ΔPG ESCs display more severe proliferation deficiency than homozygous ΔG ESCs (Figure 3A), indicating an additional function of the *5430416N02Rik* promoter other than driving the expression of *5430416N02Rik*. It is consistent with our 4C-seq result that the *5430416N02Rik* promoter mediates long-range chromatin interactions. To further investigate the effect of 5430416N02Rik on proliferation of mESCs, we performed the 5-ethynyl-20-deoxyuridine (EdU) incorporation assay. The results showed that homozygous ΔG and ΔPG ESCs exhibited lower EdU incorporation than the control cells (Figure S3A). We also performed cell-cycle analysis of ΔG and ΔPG mESCs using propidium iodide staining. As expected, homozygous ΔG and ΔPG ESCs both had a higher proportion G1 phase cells, suggesting ΔG and ΔPG causes G1 phase cell-cycle arrest and a severe proliferation defect (Figures S3B and S3C). To determine whether ΔG and ΔPG affect mESCs survival, we used Annexin V-FITC staining to detect apoptosis. We did not observe significant changes in apoptosis in homozygous ΔG and ΔPG ESCs compared with the control (Figure S3D). Besides, the slow proliferation rates of homozygous ΔG and ΔPG ESCs are not due to reduced expression levels of pluripotency genes (Figures 3B and 3C). When induced to differentiate by retinoic acid, homozygous ΔPG ESCs differentiate slightly more toward endoderm lineage, and less toward ectoderm, while homozygous ΔG does not affect the differentiation of ESCs (Figures 3D and 3E). In embryoid body (EB) differentiation experiments, EBs from homozygous ΔPG ESCs are smaller than those formed by heterozygous ΔPG ESCs (Figure 3F). In contrast, EBs formed by heterozygous and homozygous ΔG ESCs are about the same size (Figure 3G). The more severe differentiation defects of homozygous ΔPG ESCs further suggest additional function of the *5430416N02Rik* promoter, except for the function as a promoter.

**Figure 3:**
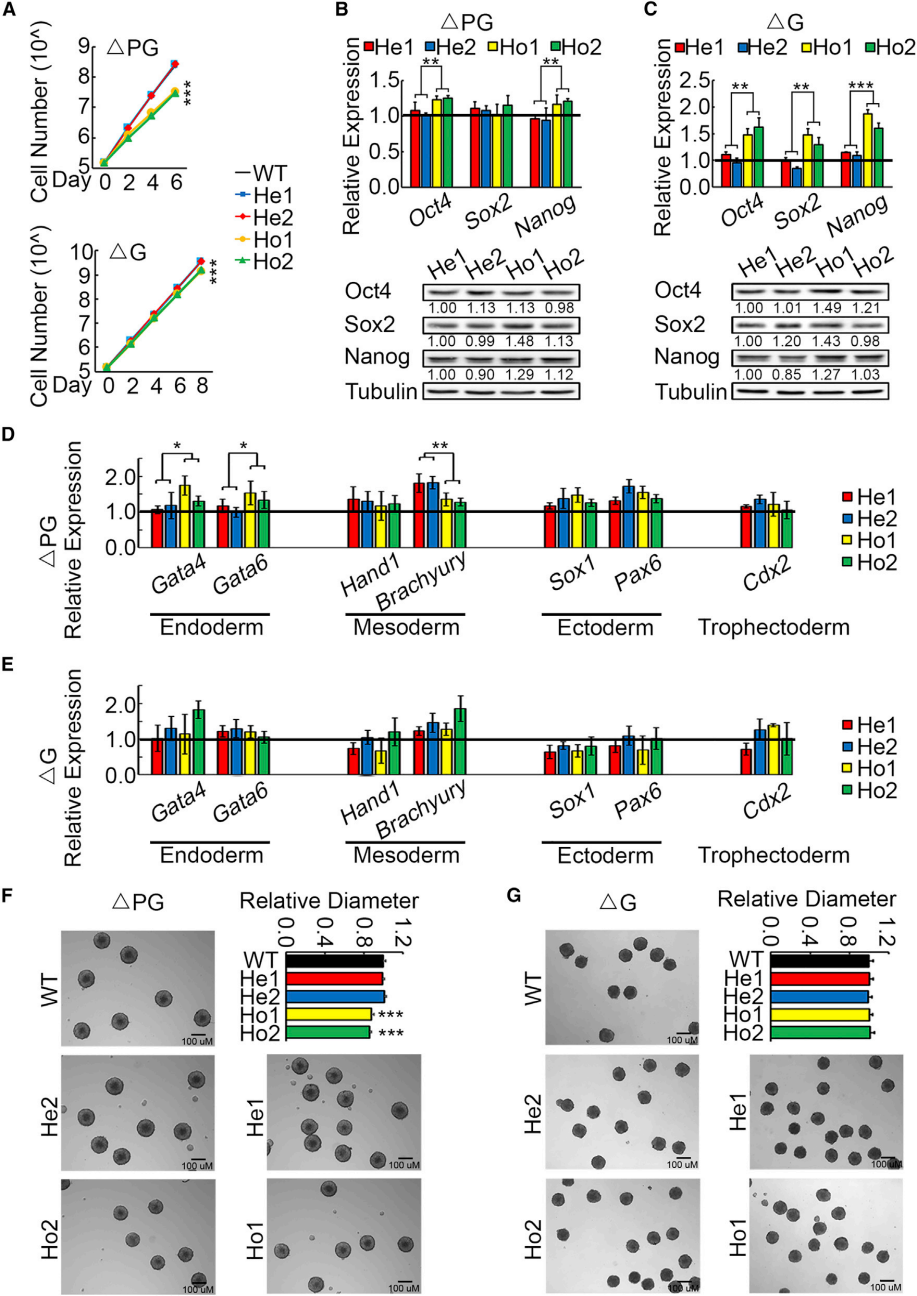
Homozygous ΔPG ESCs Display a More Severe Proliferation Defect than Homozygous ΔG ESCs (A) Proliferation assays for ΔPG, ΔG, and WT ESCs. The Y axis is log scale of cell number. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001; one-way ANOVA analysis. (B and C) Expression levels of pluripotency genes in ΔPG (B) and ΔG (C) ESCs detected by qRT-PCR and western Blot. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; one-way ANOVA analysis. (D and E) Expression levels of differentiation genes in differentiated ΔPG (D) and ΔG (E) ESCs detected by qRT-PCR. ESCs are treated with retinoic acid (2 μM) for 4 days to differentiate. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗^p < 0.05, ^∗∗^p < 0.01. Contrast in one-way ANOVA analysis was carried out (A–E). (F and G) Relative size of EBs formed by ΔPG (F), ΔG (G), and WT ESCs. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM, ^∗∗∗^p < 0.001; one-way ANOVA analysis. Scale bars, 100 μm.

### *5430416N02Rik* Regulates the Proliferation of ESCs through *Mid1*

To identify the downstream target genes of the *5430416N02Rik* locus involved in ESC proliferation, RNA sequencing (RNA-seq) was carried out to analyze the transcriptional profiles of heterozygous and homozygous ΔG and ΔPG ESCs, under undifferentiated and differentiated conditions. 

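RNA was sequenced from 24 samples in 8 groups of 3 biological replicates. The groups were heterozygous and homozygous ΔPG and ΔG cells, each kept undifferentiated in DMSO (ES) or treated with 2 µM retinoic acid (RA), for 48 h. The authors counted reads on GENCODE genes of NCBI37/mm9 by strand after removing duplicates, normalized the counts with DESeq2, and deposited regularized log (rlog) values on the log2 scale. The 12 ΔPG samples and the 12 ΔG samples form separate tables, so values were tested within a table only. The rlog step pulls genes with few reads toward their mean, which makes their differences smaller than fold changes of counts. The read depth per sample is unknown from these values. For each comparison of 3 homozygous with 3 heterozygous samples, limma was fitted to every gene that varied, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 difference over 0.5. Figure S4A names clone He1 for the heterozygous and clone Ho1 for the homozygous samples, so a difference between clones cannot be separated from one between genotypes. 5430416N02Rik (ENSMUSG00000084877.1, NCBIM37 chromosome 5 from 100849861 to 100858535, minus strand) was lower in every homozygous sample than in every heterozygous sample of its comparison. In ΔPG ESCs its rlog value was 4.60 ± 0.02 (SD, n = 3) in heterozygous and 2.30 ± 0.14 (SD, n = 3) in homozygous samples, lower by 2.30. In ΔG ESCs the values were 5.54 ± 0.04 (SD, n = 3) and 2.75 ± 0.11 (SD, n = 3), a log2 difference of -2.79. Under RA, the log2 differences were -1.81 in ΔPG and -2.75 in ΔG cells.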

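The rlog profiles of heterozygous and homozygous cells were compared over genes with at least 1 absolute value of 1.0 or more and a range of 1.0 or more in the 12 samples of a table, each gene centered on its mean. Across 5958 such genes, Pearson's r between the heterozygous and homozygous means was 0.720 in ΔPG ESCs (SD of the 9 sample pairs 0.0279). Across 5080 genes, it was 0.944 in ΔG ESCs (SD of the 9 sample pairs 0.00510). Genes are not independent replicates, so no p-value is given, and both tables were normalized separately. Replicates of one ΔPG ES group correlated at 0.926 or more. Without centering, r was 0.978 in ΔPG and 0.994 in ΔG ESCs. In ΔPG ESCs the log2 differences followed the exonic GC content of the genes. Across 11549 genes with a mean rlog value of at least 3, their correlation with GC content was -0.714 (Spearman's rho -0.745). The 10% of genes with the lowest GC content (median 39.9%) had a median log2 difference of 0.60, and the 10% with the highest (median 59.5%) of -0.46. In ΔG ESCs the correlation was 0.00184 across 11654 genes.

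**Figure D1:**
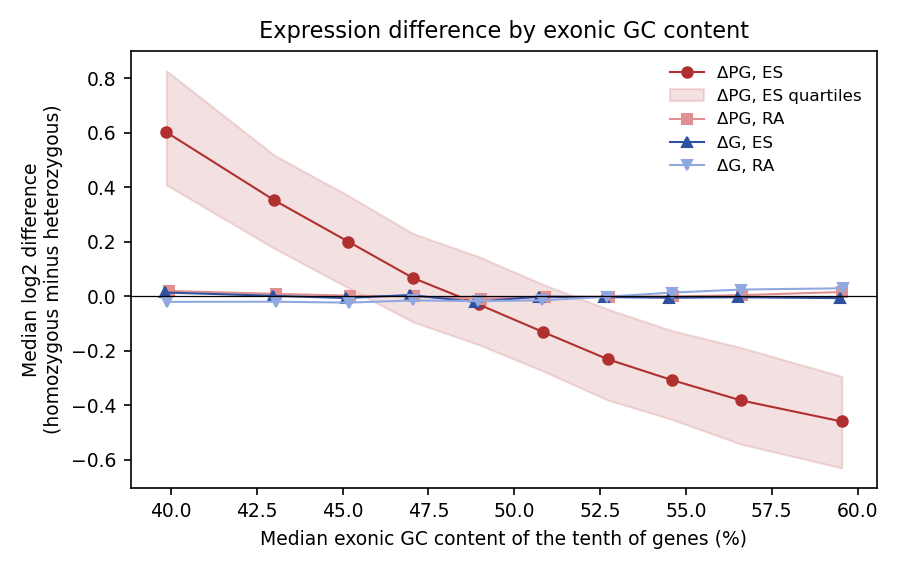
Median log2 difference between homozygous and heterozygous cells (vertical axis, log2 scale) for 10 equal groups of the expressed genes ordered by exonic GC content (horizontal axis, %), with 1 line per comparison and the band giving the quartiles in ΔPG ESCs. In ΔPG ESCs the median runs from 0.60 at a GC content of 39.9% to -0.46 at 59.5%, and in ΔG ESCs it is 0.01 in the lowest group.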

As expected, in undifferentiated ESCs, homozygous ΔPG affects the transcriptome more than homozygous ΔG (Figure S4A and S4B). 

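In ΔPG ESCs, 2893 of the 21979 genes tested were called between homozygous and heterozygous samples, 1510 higher and 1383 lower in homozygous cells. In ΔG ESCs, 217 of 22048 were called, 78 higher and 139 lower. The homozygous and heterozygous samples did not overlap for 2877 of the 2893 genes and for all 217 genes. Over all genes tested this was so for 39.6% in ΔPG and 17.8% in ΔG ESCs, against 10% by chance with 3 against 3 samples. With an adjusted p under 0.1 and no limit on the difference, 7926 genes were called in ΔPG ESCs, 3696 higher and 4230 lower, and 1152 in ΔG ESCs, 528 higher and 624 lower. The trend with GC content was examined after the values had been seen. With it removed from each sample, over genes with a mean rlog value of at least 3, 837 genes were called in ΔPG ESCs, 546 higher and 291 lower, and 539 of the 2777 genes called there without the correction kept their call. In ΔG ESCs the same correction gave 242 calls and kept 198 of 204. After quantile normalization, 76 genes were called higher and 78 lower in ΔG ESCs. Without homozygous replicate 1, 89 genes were called lower in ΔG ESCs. The genes higher by most in homozygous than in heterozygous ΔPG ESCs were mt-Atp8 (log2 difference 2.81), mt-Nd3 (2.75) and Gm10925 (2.32). With the GC trend removed, these differences were 1.55, 1.59 and 1.34. The rlog values of these genes were 4.84, 7.45 and 7.49 in heterozygous ES and 7.65, 10.19 and 9.81 in homozygous ES samples. In heterozygous RA samples they were 7.20, 9.51 and 9.11, so the heterozygous ES samples were the low ones. The largest falls were those of Trp53 (-3.02) and Eda2r (-2.57), followed by 5430416N02Rik. Relative to heterozygous ΔG ESCs, Rnf187 (3.36), Hist3h2ba (3.28) and Gm12260 (2.67) were higher by most in homozygous ones. A2m (-1.48) and Prom1 (-1.18) were lower by most after 5430416N02Rik. The adjusted p of these 10 genes other than 5430416N02Rik lay between 2.21e-08 and 0.00401.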

Compared with their heterozygous counterparts, homozygous ΔPG activates 2,747 genes and represses 2,295 genes, while ΔG leads to 114 upregulated genes and 207 downregulated genes (Figure S4B; Table S3). Among them, 17 activated genes and 30 repressed genes are shared by homozygous ΔPG and ΔG ESCs (Figure S4C). 

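Of the 20645 genes tested in both tables, 21 were called in the same direction in homozygous ΔPG and ΔG ESCs, 7 higher and 14 lower. In opposite directions, 34 genes were called. Independent calls would share 5.71 higher genes (Fisher's exact test, two-sided, p = 0.513) and 9.31 lower genes (Fisher's exact test, two-sided, p = 0.122). The heterozygous samples of the tables differ, so no library is shared between the comparisons. With an adjusted p under 0.1 and no limit on the difference, 330 genes were shared, and 436 were called in opposite directions. Of the shared genes, 161 were higher against 94.3 for independent calls (Fisher's exact test, two-sided, p = 8.01e-13), and 169 were lower against 127 (Fisher's exact test, two-sided, p = 5.24e-05). Genes are not independent of each other, so these p-values may be too small. Opposite calls outnumbered shared ones with and without the limit on the difference, and no expected number was computed for them. The p-values therefore do not show a shared direction. Over genes with a mean rlog value of at least 3, 8 higher genes were shared against 9.86 for independent calls, and 16 lower against 18.8. With the GC trend removed there, it was 7 against 3.71 and 6 against 3.84. With the GC trend removed, 13 genes were shared, and 7 of them were among the 21. The higher genes were D130040H23Rik, Gm364, Klhl13, Nup62cl, Rpl22l1, snoZ40 and Wnk3-ps, of which 4 lie on chromosome X. The lower genes were 5430416N02Rik, 9830001H06Rik, Ccdc107, Fgfrl1, Grin1, Hip1r, Kank1, Kank3, Lrp1, Mid1, Mtfp1, Slc16a3, Ttc39c and Zmat5, of which Mid1 alone lies on chromosome X. Of these 21 genes, 20 are in the paper's list of shared genes. The 47 genes of the paper's list, which were chosen from these samples, had the listed direction in both comparisons, but without the GC trend 5 of its 17 higher and 2 of its 30 lower genes had the opposite sign in ΔPG ESCs.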

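Lists of 43 S-phase and 54 G2/M genes that are commonly used to score the cell cycle were tested with camera of limma at an inter-gene correlation of 0.01, and the p-values were adjusted over 8 list tests. In homozygous ΔPG ESCs, the 53 G2/M genes tested were shifted by 0.16 on the log2 scale relative to the other genes (camera, adjusted p = 0.000176). Of these, 17 were lower, 11 were called higher and 4 lower, and 15 passed both limits when adjusted over the list alone. The S-phase genes were shifted by 0.08 (camera, adjusted p = 0.420). Of these, 21 of 43 were lower, 6 were called higher and 1 lower, and 7 passed adjusted over the list alone. With the trend with GC content removed, the G2/M shift in ΔPG ESCs was -0.01 and the S-phase shift -0.08. In homozygous ΔG ESCs, the S-phase genes were shifted by 0.07 (camera, adjusted p = 1.61e-05) and the G2/M genes by 0.06 (camera, adjusted p = 0.000209). Lower values were found for 12 of 43 and 18 of 53 genes. None was called over all genes or adjusted over the list alone, and 14 and 16 had an unadjusted p under 0.05. The calls of the G2/M list in ΔPG ESCs and of both lists in ΔG ESCs held under fry and with an estimated correlation. The S-phase list in ΔPG ESCs passed under fry only, apart from the GC correction.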

Gene ontology analysis of biological processes showed that many downregulated genes in ΔPG ESCs were related to cell cycle, which is consistent with our results that homozygous ΔG and ΔPG ESCs grow slower than WT and heterozygous ESCs (Figures S4D–S4G). LncRNA was known to play important roles in regulating expression of neighbor genes. We examined the expression of two neighbor genes of 5430416N02Rik, Lin54 and Sec31a, in homozygous KO cells and the control cells and found that the expressions of these two genes were not affected (Figure S4H).

Because both homozygous ΔPG and ΔG ESCs show reduced growth rates, differentially expressed genes shared by homozygous ΔPG and ΔG ESCs likely account for the slow growth. Among these 47 differentially expressed genes, *Mid1*, located at chromosome X, has been reported as an important factor regulating ESC proliferation through the MID1-PP2A-CDC25B-CDK1 signaling pathway (Ko et al., 2016). 

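Mid1 (ENSMUSG00000035299.9) lies on chromosome X of NCBIM37 from 166123129 to 166443668 on the plus strand. In ΔPG ESCs its rlog value was 8.48 ± 0.02 (SD, n = 3) in heterozygous and 7.59 ± 0.01 (SD, n = 3) in homozygous samples. The log2 difference was -0.88 (standard error 0.0353, limma adjusted p = 2.19e-06). In ΔG ESCs the values were 8.31 ± 0.08 (SD, n = 3) and 7.73 ± 0.13 (SD, n = 3), a log2 difference of -0.59 (standard error 0.0760, limma adjusted p = 0.00988). In both, every homozygous sample was below every heterozygous sample (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 samples allow). Mid1 was called under 18 of 18 alternatives in ΔPG ESCs, with adjusted p from 4.10e-16 to 0.000269. In ΔG ESCs it was called under 17 of 18, with adjusted p from 1.94e-09 to 0.110. With the GC trend removed, the log2 differences were -0.80 in ΔPG and -0.57 in ΔG ESCs. After RA treatment, the log2 difference was -0.59 in ΔPG cells (standard error 0.0441, limma adjusted p = 6.94e-05) and -0.17 in ΔG cells (standard error 0.0646, limma adjusted p = 0.121). The effect in RA minus the effect in ES was 0.30 in ΔPG (limma adjusted p = 0.000934) and 0.41 in ΔG cells (limma adjusted p = 0.0157), below the limit of 0.5 in both. The paper reasons that genes changed in both homozygous lines likely account for their slow growth, and takes up Mid1 among them because of its reported role in ESC proliferation.

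**Figure D2:**
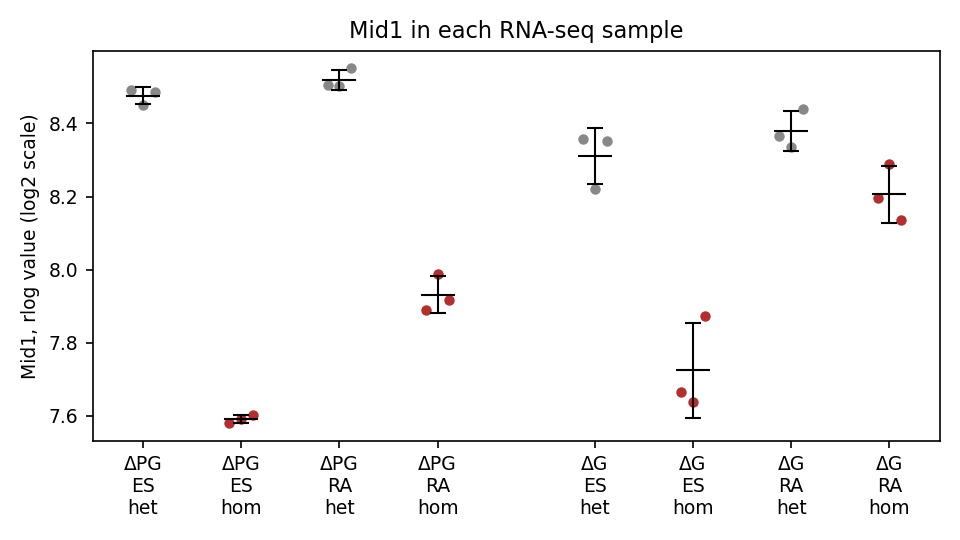
rlog value of Mid1 (vertical axis, log2 scale) in each of the 24 RNA-seq samples, grouped by cell line, treatment and genotype (horizontal axis), with points for samples and bars for the mean and SD of 3. The homozygous samples average 7.59 against 8.48 in ΔPG ESCs and 7.73 against 8.31 in ΔG ESCs.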

We first validated the RNA-seq data by qRT-PCR, and confirmed that the expression level of *Mid1* is reduced in both homozygous ΔPG and ΔG ESCs, which is consistent with the slow growth rate in both homozygous ΔPG ESCs and ΔG ESCs (Figure 4A). Similar to the phenotype of homozygous ΔG and ΔPG ESCs, ESCs with *Mid1* knockdown also grow slower (Figures 4B and 4C). Conversely, overexpression of *Mid1* leads to larger colonies in colony-forming assay (Figures 4D–4F). Most importantly, *Mid1* overexpression rescued the reduced colony size of homozygous ΔG and ΔPG ESCs (Figures 4E and 4F), indicating that *Mid1* is a downstream target of *5430416N02Rik* in regulating ESC proliferation.

**Figure 4:**
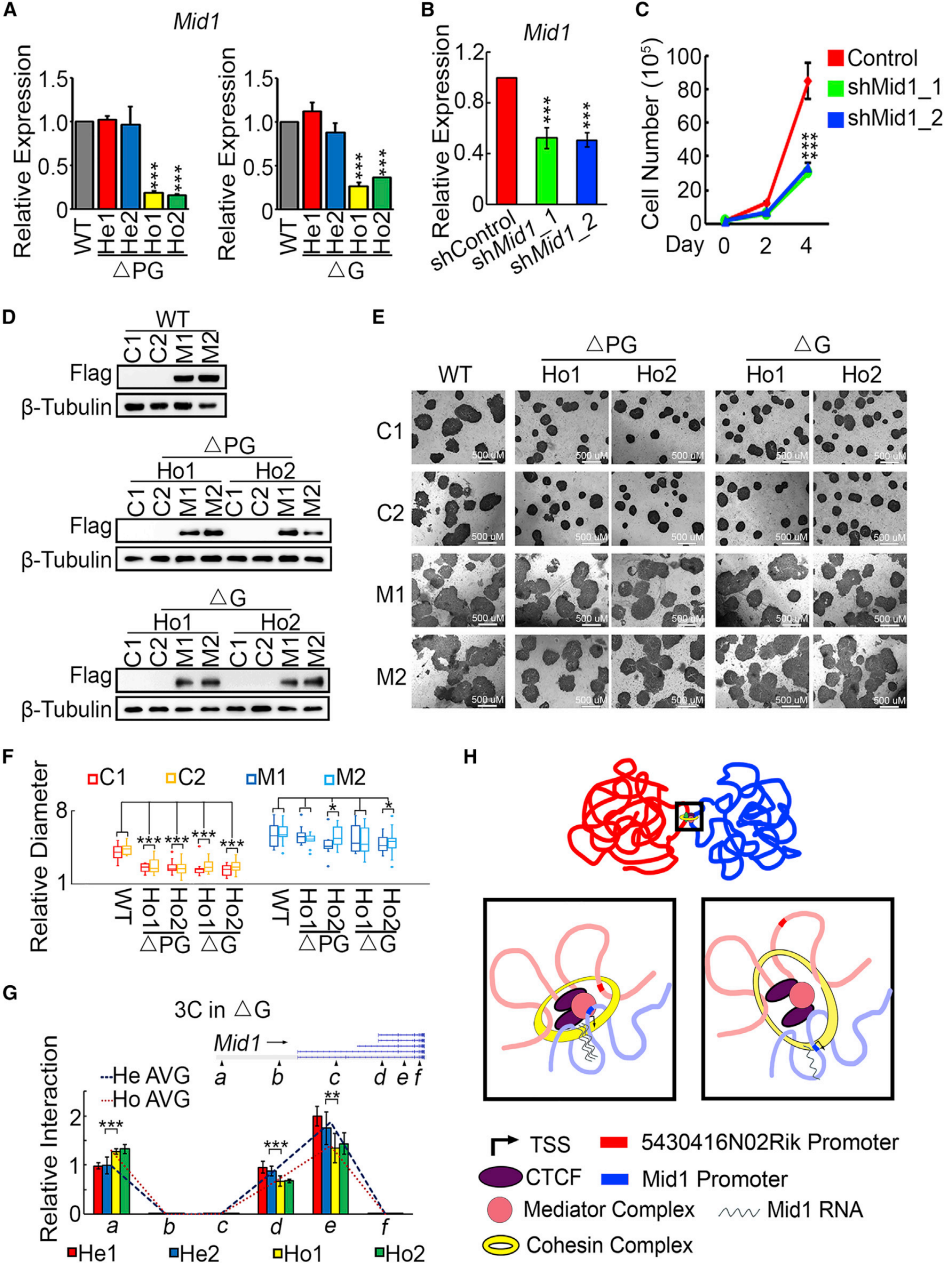
The Chromatin Interaction between *Mid1* and *5430416N02Rik* Loci Activates *Mid1* Expression, and Consequently Promotes ESC Proliferation (A) *Mid1* expression levels in heterozygous and homozygous ΔPG and ΔG ESCs, as well as WT ESCs, detected by qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001, t test. (B) Efficient knockdown of *Mid1* with two different shRNAs. ESCs were transfected with plasmids expressing shMid1_1 and shMid1_2, as well as a control vector. After a 5-day puromycin selection, cells were harvested for qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001, t test. (C) Proliferation assays for control and *Mid1* knockdown ESCs. After transfection and puromycin selection as described in (B), the surviving cells were used for proliferation assays. The y axis is cell number. Three biological replicates per sample were assayed. Data are shown as the mean ± SEM (n = 3). ^∗∗∗^p < 0.001, t test. (D) Western blots demonstrate Flag-tagged *Mid1* overexpression in WT, homozygous ΔPG and ΔG cells. (E) Colony-forming assays of control and *Mid1* overexpression ESCs. Representative pictures are shown. mESCs (WT, two homozygous ΔG clones, two ΔPG ESCs clones) were transfected with overexpression vector. Transfected cells were selected and picked as single clone. C1 and C2 were two individual cell lines picked from ESCs that were transfected with control vector. M1 and M2 were two individual cell lines picked from ESCs that were transfected with the vector containing Mid1 coding sequence. Scale bars, 50 μm. (F) The relative diameters of colonies (E) were measured and shown with a box-and-whisker plot. Three biological replicates per sample were assayed. Contrast in one-way ANOVA analysis was carried out. Data are shown as the mean ± SEM. ^∗^p < 0.05, ^∗∗∗^p < 0.001. (G) The top panel is the schematic illustration of the *Mid1* locus. Arrows (A–F) represent the PCR amplicons for 3C experiment. The bottom panel illustrates the 3C-qPCR results detecting interactions between the *5430416N02Rik* promoter and the *Mid1* locus in heterozygous and homozygous ΔG ESCs. Contrast in one-way ANOVA analysis was carried out. Data are shown as the mean ± SEM. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (H) A working model for lncRNA *5430416N02Rik* to regulate the expression of *Mid1*. The lncRNA 5430416N02Rik gene locus collaborates with CAPs, such as CTCF, Cohesin, and Mediators, to stabilize the interactions between the 5430416N02Rik promoter and the *Mid1* locus, consequently activating *Mid1* expression.

### The Interaction between *5430416N02Rik* and *Mid1* Loci Activates *Mid1* Expression

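RefSeq places Mid1 on chromosome X of GRCm38 from 169685199 to 169990798. In replicate 2 of the 4C-seq experiment, a region from 168056545 to 169970421 held the start of Mid1. In replicate 1, the nearest region ended at 169514920, which is 170.3 kb before Mid1. No shared segment overlapped Mid1 at this position. Read as NCBIM37, the build that the methods name, the deposited coordinates of a shared segment hold the NCBIM37 position of Mid1. Few region boundaries lie at HindIII sites of that build. Replicate 1 had 26 regions on chromosome X, covering 41.5% of its span, and replicate 2 had 22, covering 40.7%.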

Our 4C-seq data revealed that the *5430416N02Rik* promoter interacts with the *Mid1* promoter (Table S2). Moreover, Capture-C data further demonstrated that the interaction between *5430416N02Rik* and *Mid1* is perturbed in homozygous ΔG ESCs (Table S2). We performed 3C experiments to validate our 4C-seq and Capture-C result, and identified three sites (a, d, and e) in the *Mid1* locus, interacting with the *5430416N02Rik* promoter. More importantly, interaction frequencies at the d and e sites of the *Mid1* locus significantly decreased in homozygous ΔG ESCs (Figure 4G). DNA fluorescence *in situ* hybridization (FISH) experiments further validated the interaction between *5430416N02Rik* and *Mid1* loci (Figures S5A and S5B).To further elucidate the function of 5430416N02Rik RNA in mediating chromatin interaction, we tried to knock down the 5430416N02Rik expression with small hairpin RNA (shRNA) and small interfering RNA, but neither of them worked. We next performed rescue experiment in ΔG and ΔPG KO ESCs. Overexpression of the long isoform of 5430416N02Rik could partially rescue Mid1 expression (Figures S5C and S5D). Purification DNA by RNA antisense purification (RAP) demonstrated that *5430416N02Rik* RNA associates with the *Mid1* locus (Figure S5E). ChIP-seq data also revealed that Med12, Smc1a, CTCF, and Klf4 bind to the *Mid1* locus, implying that these CAPs are involved in maintaining the chromatin interactions at the *Mid1* locus (Figure S5F). These data suggest that the *5430416N02Rik* locus can interact with the Mid1 locus. *5430416N02Rik* transcripts might be involved in the interaction between *5430416N02Rik* and *Mid1* loci, which promotes the transcription of *Mid1* (Figure 4H).

## Discussion

RNA is an integral component of chromatin, and regulates the chromatin structure (Mondal et al., 2010). Yet, whether and how lncRNAs contribute to 3D chromatin organization remain elusive. Here, we aimed to identify lncRNAs involved in maintaining ESC-specific 3D chromatin structure. We rationalized that lncRNAs bound by Klf4, a pluripotency transcription factor contributing to long-range chromatin interactions in ESCs, are likely serving as scaffold molecules to form RNA/protein complexes and stabilize chromatin interactions. Thus, we performed RIP-seq experiment and identified 39 Klf4-bound lncRNAs. Combined with existing functional data of lncRNAs in ESCs, we narrowed down to the lncRNA *5430416N02Rik*, and further demonstrated the role of the *5430416N02Rik* locus in regulating 3D chromatin structure. First, the *5430416N02Rik* promoter is a chromatin interaction hub, as revealed by 4C-seq and Capture-C. Second, knockout of the *5430416N02Rik* gene (ΔG) leads to a global change of the chromatin interaction profile of the *5430416N02Rik* promoter, indicating the essential function of the *5430416N02Rik* gene locus in maintaining 3D chromatin structure. Third, homozygous ΔPG ESCs show more severe defects in proliferation and differentiation, than homozygous ΔG ESCs. It suggests that the *5430416N02Rik* promoter has additional functions other than driving the transcription of *5430416N02Rik*. The additional function of the *5430416N02Rik* promoter is likely to exert long-range regulatory effect through inter- and intra-chromosomal interactions. Indeed, we demonstrated that the interaction between *5430416N02Rik* and *Mid1* loci is required for the expression of *Mid1*, which in turn promotes the fast proliferation of ESCs.

LncRNA as an important regulator, is involved in multiple functions, including cell growth and pluripotency in mESCs. For example, lncRNA Gas5 is required for the maintenance of mESCs self-renewal and proliferation through interactions with pluripotent transcriptional factors and DNA demethylation regulators (Tu et al., 2018). LncRNA Trincr1 binds TRIM71 to inhibit its SHCBP1 stabilizing activity, and then sensitizes mESCs to depend on Trim71 for rapid proliferation (Li et al., 2019). Our studies reveal that the lncRNA 5430416N02Rik locus regulates Mid1 expression through 3D chromatin organization, and 5430416N02Rik RNA may participate in mediating this chromatin interaction.

How *5430416N02Rik* RNA collaborates with other CAPs to maintain 3D chromatin architecture remains largely unclear. It has been shown that Klf4 and CTCF bind to *5430416N02Rik* RNA (Kung et al., 2015) (Figure 1). It is likely that more proteins, together with Klf4 and CTCF, bind to *5430416N02Rik* RNA, and stabilize chromatin interactions. Therefore, characterization of the RNA/protein complex containing *5430416N02Rik* RNA will shed light on the molecular mechanism of 3D chromatin organization. *5430416N02Rik* RNA may function as a scaffold in the RNA/protein complex mediating the interaction between the *5430416N02Rik* locus and *Mid1* loci, which needs further research. It is interesting to elucidate the protein components and conformation change of the RNA/protein complex upon *5430416N02Rik* knockout. Alternatively, it is possible that in homozygous ΔG ESCs, other lncRNA might replace *5430416N02Rik* RNA, and function as the scaffold in the RNA/protein complex.

## Experimental Procedures

### Cell Culture

mESCs D3 were grown in culture dishes coated with 0.1% gelatin (Sigma) in growth medium consisting of 85% DMEM (Gibco), 15% fetal bovine serum (HyClone), 2 mM L-glutamine, 5,000 units/mL penicillin and streptomycin, 0.1 mM non-essential amino acids (Invitrogen), 0.1 mM 2-mercaptoethanol (Sigma), 1 mM sodium pyruvate (Thermo), and 1,000 units/mL leukemia inhibitory factor (LIF) (ESGRO). mESCs D3 were grown without feeder. The medium was replaced every 2–3 days. Cells were maintained at 37°C in a 5% CO_2_ incubator. For the pluripotency genes analysis, ESCs were plated at an appropriate density and cultured for 2 days, and then collected for RNA extraction and qPCR.

### EB Differentiation

To form EBs, ESCs were cultured in 30 μL hanging drops (1,000 cells/drop, ESC medium without LIF), and EBs were collected on day 4.

### Cell-Cycle Analysis

The cell cycle was analyzed using the Cell Cycle and Apoptosis Analysis Kit (Beyotime, C1052) in accordance with the manufacturer's instructions.

### Flow Cytometry Analysis of Cell Apoptosis

Cell apoptosis was analyzed using an Annexin V-FITC Apoptosis Detection Kit (Beyotime, C1062L) in accordance with the manufacturer's instructions. Untreated cells were used as a negative control and for gating.

### EdU Incorporation Analysis

EdU incorporation was performed using the EdU Detection Kit (Ribobio, C10310-1) in accordance with the manufacturer's instructions. In brief, mESCs were plated at an appropriate density in 12-well plates. Twenty-four hours later, EdU was added to a final concentration of 10 μM. Then, EdU incorporation was detected after 24 h in accordance with the manufacturer's instructions.

### 3C Library Construction

Cells (10^7^) were resuspended and fixed in 2% formaldehyde in culture medium for 10 min at room temperature, then quenched by 0.125 M ice-cold glycine. Cells were centrifuged for 8 min at 320 × *g* at 4°C and washed once in 10 mL of cold PBS. All the supernatant was removed and the cell pellet was resuspended in 5 mL of cold Lysis Buffer (10 mM Tris, 10 mM NaCl, 5 mM MgCl_2,_ 0.1 mM EGTA, 1×protease inhibitors, 0.2% NP-40) and incubated for 10 min on ice. The cells were then centrifuged for 5 min at 600 × *g* at 4°C, and the supernatantwas removed. The cell pellet was resuspended once with 10 mL of cold PBS and centrifuged for 5 min at 600 × *g* at 4°C; the supernatant was discarded. The cell pellet was resuspended in 440 μL of Milli-Q, 60 μL of 10× RE buffer, and 7.5 μL of 20% SDS, and incubated for 1 h at 37°C while shaking at 900 rpm. Then, 50 μL of 20% Triton X-100 was added and incubated for 1 h at 37°C while shaking at 900 rpm. Restriction enzymes DpnII (NEB; 400 U) were added followed by incubation overnight at 37°C while shaking at 900 rpm. Another 200 U of DpnII was added and incubated for 6 h at 37°C while shaking at 900 rpm. Then, 40 μL of 20% SDS was added and incubated for 20 min at 65°C to inactivate the enzyme. The samples (~600 μL) were transferred to a 50-mL Falcon tube, 700 μL of 10× ligation buffer and 5.7 mL of Milli-Q were added to 7 mL. Triton X-100 (20%, 375 μL) was added followed by incubation for 1 h at 37°C while shaking gently. T4 ligase (100 U; Clontech) was added followed by incubation overnight at 4°C. Protease K (20 mg/mL, 15 μL, 300 μg) was added followed by de-crosslinking overnight at 65°C. RNase A (10 mg/mL, 30 μL, 300 μg) was added followed by incubation for 45 min at 37°C. DNA was then extracted with phenol-chloroform and the 3C library was quantified by NanoDrop.

Bacterial artificial chromosomes (BACs) (RP23-292L23, RP24-250A6, RP23-154O12, and RP24-385C17) were purchased from BACPAC and amplified with conventional protocols. Then, the pooling of BAC DNA (2.5 μg for each) was digested with DpnII. After ligation with T4 ligase, DNA was purified and quantified for qPCR. qPCR was performed with Bio-Rad iQ SYBR Green Supermix (Bio-Rad), with 50 ng templates of the 3C library and 10 ng of BAC control DNA. Then, the relative interaction frequency was calculated with the ΔΔCt method.

### 4C-Seq

The 3C library using HindIII (NEB) was constructed as above. Then, all the 3C library was digested in a 500 μL reaction with 50 U of DpnII and incubated overnight at 37°C. Then, 14 mL of the reaction mixture was ligated with 100 U of ligase at 16°C overnight followed by purification with phenol-chloroform. The samples were purified with the QIAquick PCR Purification Kit (QIAGEN) and quantified with NanoDrop. 4C templates (3.2 μg) were pre-mixed with 160 μL of 5× PCR buffer, 40 μL of dNTP (10 mM), 19.2 μL of forward primer (50 μM), 19.2 μL of reverse primer (50 μM), 11.2 μL of Expand Long Template Polymerase (Roche), and ddH_2_O to 800 μL in total. The sample was separated into 16 reactions of 50 μL each, then PCR was with the following program: 2 min at 94°C, 10 sec at 94°C, 1 min at 55°C, 3 min at 68°C, 29 repeats, 5 min at 68°C, and 4°C forever. The samples were purified with a QIAquick PCR Purification Kit and run on agarose gel (2%) for 10 min. Gel excision (150–800 bp) was performed followed by extraction with a QIAquick Gel Extraction Kit (QIAGEN). The 4C library was then purified with a QIAquick PCR Purification Kit. The quality and concentration of the 4C library were checked with a bio-analyzer.

Two biological replicates were performed for each 4C-seq experiment. 4C libraries were then sequenced as 50 bp single-end reads using the HiSeq 2000 platform (BGI). 4C-seq data were analyzed using methods described elsewhere (Cai et al., 2016a, Cai et al., 2016b, van de Werken et al., 2012). To start with, sequencing reads with specific primer sequence were selected. Sub-fragments concatenated with primer sequences were mapped to the reference genome (NCBI37/mm9) with BWA. Mapped fragments were further aligned to a reduced “library” containing genome-wide HindIII sites. A “binarization” step was taken to minimize the PCR duplication bias. Then, a window-based model was used to identify significantly interacting regions. Each interacting site i was examined in the foreground window w with length lw (HindIII sites) and background window W with length LW (HindIII sites). The number of interacting sites for window (i,w) was denoted as Ci,w, and a *Z* score was assigned to the window based on the following formula:

zi = (Ci,w − μW)/sqrt(μW(1 − μW/lw))

where μW is the expected number of interacting sites in window (i,w) calculated based on the total number of interactions in window (i,W).

A foreground window size of 500 and 100 was used in counting the number of ligated sites to define inter-chromosomal and intra-chromosomal interactions, respectively. To define intra-chromosomal interactions, we set the background window size to 3,000 to calculate the expected number of ligated sites in a foreground window. For inter-chromosomal interactions, the background window was set as the whole chromosome since no distance adjustment is needed. The calculated *Z* scores were compared with the standard Gaussian distribution and regions with p values smaller than 0.05 were taken as significant candidates.

### Capture-C-Seq

The 3C library using DpnII was constructed as above. The 3C library was then sonicated to 100–300 bp and the library was constructed and indexed with the NEBNext DNA Library Prep Master Mix Set for Illumina (NEB). Then, 1 μg from each indexed library was pooled and then captured with two biotin-labeled probes using the SeqCap EZ Hybridization and Wash Kit (Roche). After amplification with P5 and P7 primers, the second capture step was performed with the same probes. The Capture-C library was then amplified with P5 and P7 primers followed by purification with the AMPure XP system (Beckman Coulter). The library size and the concentration were checked with the DNA bio-analyzer.

Two biological replicates were performed for each Capture-C experiment. The bar-coded Capture-C libraries were sequenced as 125 bp paired-end reads using the Illumina HiSeq 2500 platform. Capture-C data were analyzed with the pipeline proposed in Davies et al. Adaptor sequences were trimmed off from raw reads using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Trimmed read pairs with one mate shorter than 20 bp or with a Phred quality score lower than 20 were discarded. Read pairs with central overlap were reconstructed into single reads using FLASH. Next, *in silico* restriction enzyme digestion was performed to identify junctions formed by distally interacting sub-fragments and viewpoint sub-fragments. Sub-fragments were aligned to the reference genome (GRCh37/hg19) with bowtie2. Reads with the same composition of sub-fragments with regard to coordinate (chr:start-end) and strandness were considered PCR duplicates. Three classes of sub-fragments were defined. (1) “capture”: sub-fragment mapped within a restriction fragment flanked by the designed probe pair (view point); (2) “proximity exclusion”: sub-fragment mapped to a defined proximity exclusion region, which is 1 kb extended from the view point in two directions; and (3) “reporter”: sub-fragment mapped outside the capture and proximity exclusion regions. The interaction frequency for each DpnII fragment was summarized and presented in a bedGraph file that could be visualized in IGV.

### RIP-Seq

RIP was constructed with an EZ-Magna Nuclear RIP (Cross-Linked) Nuclear RNA-Binding Protein Immunoprecipitation Kit (Millipore), using antibodies of Klf4 (R&D, AF3158), CTCF (EMD Millipore, 07-729), Med12 (Bethyl Laboratories, A300-774A), Smc1a (Bethyl Laboratories, A300-055A) and Flag (Sigma, F1804). Libraries were then constructed with a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB). The library size and concentration were then checked with the DNA bio-analyzer.

Three biological replicates were performed for each RIP-seq experiment. The bar-coded RIP-seq libraries were sequenced as 100 bp paired-end reads using the Illumina HiSeq 4000 platform. Reads were mapped to the reference genome (NCBI37/mm9) using TopHat2 with a GTF file obtained from GENCODE supplied as gene model annotations (tophat2 --library-type fr-firststrand -G gencode.vM1.annotation.gtf). To adjust for PCR amplification bias from the library preparation, we estimated the complexity of the library and removed duplicates with the Picard (https://github.com/broadinstitute/picard) tool MarkDuplicates (REMOVE_DUPLICATES = true). HTSeq was used to quantitate the filtered reads mapped to each gene (htseq-count -f bam -r name -s reverse -t exon -i gene_name). We further normalized read counts by library size and fitted a generalized linear model with a negative binomial distribution using the DESeq2 R package. PCA was conducted with regularized log transformed data (Figure 1A). Lists of genes with differential transcripts abundance between RIP samples and input samples were obtained with the criteria of a Benjamini-Hochberg adjusted p value <0.05 and fold change (RIP versus input) >1.5. Differential genes were overlapped and shown in a Venn diagram (Figure 1B). We used the same kit to perform RIP-seq and RIPs for PCR in Figure S1G.

### RNA-Seq

The RNA library was constructed with TruSeq Stranded Total RNA with Ribo-Zero Human/Mouse/Rat (Illumina). Three biological replicates were performed for each RNA-seq experiment. The bar-coded RNA-seq libraries were sequenced as 100 bp paired-end reads using the Illumina Hiseq 4000 platform. The analysis was performed similarly as in the RIP-seq analysis above. DESeq2 was used to perform normalization and regularized log transformation on read counts data. We applied Gene Cluster 3.0 (http://bonsai.hgc.jp/∼mdehoon/software/cluster/software.htm) to cluster gene expression data. Genes that have at least one sample with an absolute value ≥1.0 and maximal difference of values between samples ≥1.0 were centered by mean and then subjected to hierarchical clustering. The similarity metric of correlation and the clustering method of average linkage were used. Clustering results were examined and visualized in Java Treeview (http://jtreeview.sourceforge.net/).

### Knockdown, Knockin, Overexpression

Gene knockdown was performed with the pSUPER.puro system (Oligoengine) following the instructions of the manufacturer. In brief, for the expression of small hairpin RNA targeting the Mid1 gene, a 60-nt oligo containing the specific 19-nt targeting sequence was cloned into the BglII/XhoI site of the pSuper-puro vector. A control plasmid targeting GFP was constructed at the same time.

For the Flag knockin or ΔG and ΔPG cell lines, the targeting vector was cotransfected with Cas9 and two sgRNAs together with the donor DNA in order to achieve simultaneous deletion and replacement. ESC colonies were picked, expanded, and analyzed to identify deletions or insertions.

For gene overexpression, we used the PB system (SBI). Coding sequence (CDS) for the *Mid1* longest isoform was amplified from mouse cDNA then inserted into the PB Transposon vector using BglII and XhoI. For transgene overexpression, 5 × 10^5^ mESCs were transfected with 2 μg of PB Transposon vector together with 1 μg of PB Transposase vector using Lipofectamine 3000 (Invitrogen) according to the manufacturer's instructions. Transfected cells were selected under 200 μg/mL hygromycin B (Invitrogen) for 7–8 days after transfection.

### Proliferation Assay

Cells (1.5 × 10^5^) were plated at day 0 in triplicate and passaged in a 1:10 ratio every 2 days. Cells were counted with a hemocytometer at each time point.

### Colony-Forming Assay

A low density of cells (10^3^ cells/cm^2^) was plated and cultured for 5 days. Colonies were washed once with PBS solution and incubated with an Alkaline Phosphatase Substrate Kit III (Vector) for 20 min at room temperature. The size of colony was measured under a microscope.

### qRT-PCR

Total RNA was extracted from cells using the RNeasy Mini Kit (QIAGEN). cDNA synthesis was performed using the iScript Reverse Transcription Supermix (Bio-Rad) following by qPCR using iQ SYBR Green Supermix (Bio-Rad) according to the manufacturer's instructions. Quantification of target genes was normalized with β-actin. At least three biological replicates per experiment were assayed. Three technical replicates were performed for each sample.

### Western Blot

Cells were lysed in Lysis Buffer (Beyotime), and the protein concentration was measured using a BCA Protein Assay Kit (Beyotime) to ensure equal loading. The samples were resolved by SDS-PAGE and then transferred onto a polyvinylidene fluoride membrane (Millipore). Membranes were probed with anti-Oct4 (Santa Cruz, sc-5279), anti-Sox2 (GeneTex, GTX101507), anti-Nanog (Bethyl Laboratories, A300-397A), anti-Flag (Sigma, F1804), and anti-β-tubulin (Huada, Beijing, AbM59005-37B-PU). Immunoreactivity was detected by ECL Plus (Beyotime). Digital images were taken with by the automatic chemiluminescence imaging analysis system.

### DNA FISH

Both experimental and control BAC clones (5430416N02Rik: RP24-385C17; Mid1: RP23-154O12, RP24-250A6; Col1A1: RP23-75B6, RP23-321D21) were purified using a QIAGEN MidiPrep Kit (QIAGEN, Germantown, MD) and were further validated using locus-specific primer pairs. For probe generation, all the BAC DNAs were labeled with biotin-11-dUTP or digoxigenin-11-dUTP for 90 min at 15°C using the nick translation system (Enzo Life Sciences, Farmingdale, NY), and quenched with salmon sperm DNA and mouse Cot-1 DNA. Probes were then precipitated with ethanol and resuspended in deionized formamide and 2× hybridization buffer (2× saline-sodium citrate [SSC], 10% low molecular weight dextran sulfate, 0.1% Tween 20). Following a previously described protocol, E14 cells were fixed with 4% formaldehyde and permeabilized briefly with 0.5% Triton X-100 on ice. All the samples were denatured in 70% formamide/2× SSC (pH 7.2) for 30 min at 80°C and dehydrated sequentially with ice-cold ethanol. Slides were then hybridized with the probe pool in a humid chamber at 37°C overnight. After incubation, slides were washed in 50% formamide/2× SSC at 42°C and incubated with anti-DIG-rhodamine for 40 min at 37°C. After washing with 0.1% Tween 20/4× SSC, slides were then incubated with avidin-fluorescein (Vector Labs, Burlingame, CA) for 40 min at 37°C. Slides were then washed again in 0.1% Tween 20/2× SSC and counter-stained with DAPI before mounting. Images were collected using confocal microscopy (Zeiss, Jena, Germany). Overlapping fluorescein and rhodamine signals were considered co-localized loci.

### Purification DNA by RNA Antisense Purification

RAP was performed as previously described with some minor modifications (Engreitz et al., 2013). In brief, ESCs were crosslinked on plates with 2 mM disuccinimidyl glutarate (Pierce) and then further crosslinked with 3% formaldehyde. Batches of 5 million cells were lysed on ice in 5 mL of Lysis Buffer 1 (10 mM HEPES [pH 7.5], 20 mM KCl, 1.5 mM MgCl_2_, 0.5 mM EDTA, 1 mM Tris(2-carboxyethyl) phosphine (TCEP), 0.5 mM PMSF) for 15 min, then centrifuged at 3,300 × *g* for 5 min. Cell pellets were resuspended in 1 mL of Lysis Buffer 1 plus 0.1% NP-40 and dounced 20 times. After another spin, nuclei were lysed on ice in 600 μL of Lysis Buffer 2 (20 mM Tris [pH 7.5], 50 mM KCl, 1.5 mM MgCl_2_, 2 mM TCEP, 0.5 mM PMSF, 100 U of Murine RNase Inhibitor, 0.4% sodium deoxycholate, 1% NP-40, 0.1% N-lauroylsarcosine) for 10 min. To solubilize chromatin, samples were sonicated with a 30-s ON, 30-s OFF procedure for 10 cycles at 4°C (Diagenode SA Picoruptor). To obtain DNA fragments of approximately 100–300 bp, samples were treated with 2.5 mM MnCl_2_, 0.5 mM CaCl_2_, and 100 U TURBO DNase (Ambion) at 37°C for 1 h. DNase digestion was stopped by addition of 10 mM EDTA and 5 mM EGTA on ice for at least 5 min. The lysate were diluted to hybridization conditions by adding 2× RAP hybridization buffer (1×: 20 mM Tris [pH 7.5], 7 mM EDTA, 3 mM EGTA, 150 mM LiCl, 1% NP-40, 0.2% N-laroylsarcosine, 0.1% sodium deoxycholate, 3 M guanidine thiocyanate, 2.5 mM TCEP). The lysate were centrifuged at 14,000 × *g* for 10 min. For the purification, denatured probes (ACA TGA TGC CAG AGC GTT AAC AAA AGG AGG ACC GAA TGG AAG CGA GAA CGT GCC CAC GG, CTC CCC ATG GCC ATG CTC GCC CAA AGC GCG ATG GCG CCG GAT TGC GCG GGA GCT GGC GT, TCC CGG CGC GCG CCA CCA TCG CCA GGG TCA GGC AGG CGT CAG CTC GGT TTC CAC CTC TC, GAG AGC TCC TGT GCC CCC TCG CCA TCC GTG ACC CAT TTG GCG CCA TTC TCC AAT CAG TC, GGA CAG CGG AGC AGT CCC ACT CAA GCT GCT GTG CAT CAC ATC CAC AGC GCC AGG TCA CA, AGA ACA CAA TTC CTT CTT TCA TTA GCC ACC TCC CAT CTT CAG AAA AAG CGT TCT CTC AT, ATT CCT TTC CTG TAT TTC GTA ATC ATC TTC CAA CGT CAC GCA TCT CTT CCA GGC ATC AC, ATC TTC AAA TTA ATG AAT ATT TCT GTA AGT GTT ACT CTT ACA AAA AAC ATC CTT TGA TT, AGG TCT CTT CTT CCA CAC TGT GGG TCC CAG GAA TTA ACG GAG GTC ACC AGG CCT TAT AT, TTT TTA ATT ACA TTT ATT TAC ATA TTG TGT ATA TGT GGT CAG AAG ACA ACT TTC AGG AG) were mixed with the heated lysate and incubated at 39°C for 4 h to capture target RNAs, then pre-cleared by adding 100 μL of streptavidin-coated C1 beads (Invitrogen) and incubating at 37°C for 1 h. We transferred the samples to a magnetic rack and washed them six times with RAP Wash Buffer (20 mM Tris [pH 7.5], 10 mM EDTA, 1% NP-40, 0.2% N-laroylsarcosine, 0.1% sodium deoxycholate, 3 M guanidine thiocyanate, 2.5 mM TCEP) at 45°C for 5 min. At this point, we used two different elution methods to examine the associated RNA or DNA. (1) Eluting for RNA qPCR: we eluted twice in 50 μL of RAP Elution Buffer (20 mM Tris [pH 7.5], 10 mM EDTA, 2% N-laroylsarcosine, 2.5 mM TCEP) by heating to 94°C for 5 min. We pooled the resulting eluates and reversed crosslinks by incubating at 65°C for 1 h after addition of 250 mM NaCl and 1 mg/mL Proteinase K (New England Biolabs). We purified RNA by isopropanol precipitation onto SILANE beads (Invitrogen) and treated with TURBO DNase (Ambion) before proceeding to qRT-PCR. (2) We eluted captured chromatin complexes and reversed crosslinks by adding 80 μL of RAP Elution Buffer plus 250 mM NaCl and 1 mg/mL Proteinase K to the oligo-bead complexes and incubated overnight at 65°C. DNA was purified with 1.8× volume AMPure XP beads and analyzed by qRT-PCR.

### Primers

Detailed information on the primers used in the study is given in Table S3.

### Statistical Analysis

Unless specified in the text, data were analyzed by unpaired two-tailed Student's t test. Statistically significant p values are indicated in the figures as follows ^∗∗∗^p < 0.001, ^∗∗^p < 0.01, ^∗^p < 0.05.

Additional experimental procedures are provided in Supplemental Information.

## Author Contributions

L.C. and W.L. contributed to the data interpretation and manuscript writing. T.Z. conceived and designed the project and performed most experiments. M.C. contributed to the bioinformatics. M.L. contributed to the cell-cycle analysis, the flow cytometry analysis of cell apoptosis and the EdU incorporation analysis. G.S. contributed to the purification DNA by RNA antisense purification. D.A. contributed to the Mid1 overexpression cell lines construction. B.M., G.L. and Y.S. contributed to the DNA FISH.

# Supplementary material for: lncRNA 5430416N02Rik Promotes the Proliferation of Mouse Embryonic Stem Cells by Activating Mid1 Expression through 3D Chromatin Architecture
**Source:** Stem Cell Reports. 2020 Mar 10;14(3):493–505. doi: 10.1016/j.stemcr.2020.02.002
**Supplement:** Document S1. Figures S1–S5

**Stem Cell Reports, Volume 14**

## **Supplemental Information**

### **lncRNA *5430416N02Rik* Promotes the Proliferation of Mouse Embryonic Stem Cells by Activating *Mid1* Expression through 3D Chromatin Architecture**

**Tong Zhao, Mingyang Cai, Man Liu, Guangsong Su, Daniel An, Byoungsan Moon, Guochang Lyu, Yibo Si, Lingyi Chen, and Wange Lu**

## Supplemental Information

### Supplemental Figures and Legends

**Figure S1.** Analysis of RIP-seq profiles. (Related to Figure 1)

**Figure S2.** The *5430416N02Rik* promoter is a chromatin interaction hub. (Related to Figure 2)

**Figure S3.** Both homozygous  $\Delta$ PG and  $\Delta$ G ESCs show reduced growth rates. (Related to Figure 3)

**Figure S4.** The transcriptional profile is perturbed more in homozygous  $\Delta$ PG ESCs than in homozygous  $\Delta$ G ESCs. (Related to Figure 3)

**Figure S5.** Both *5430416N02Rik* DNA and RNA interact with the *Mid1* locus. (Related to Figure 4)

### Supplemental Tables

**Table S1.** Klf4-bound RNAs identified by RIP-seq; Lists of Klf4-bound lncRNAs, lncRNAs regulating ESC transcriptome, and lncRNAs activated during reprogramming. (Table S1.xlsx)

**Table S2** *5430416N02Rik*-interacting sites and regions identified by 4C-seq; *5430416N02Rik*-interacting sites in heterozygous and homozygous  $\Delta$ G ESCs identified by Capture-C seq; Differential *5430416N02Rik*-interacting sites between heterozygous and homozygous  $\Delta$ G ESCs identified by Capture-C seq. (Table S2.xlsx)

**Table S3.** Differentially expressed genes in heterozygous and homozygous  $\Delta$ PG and  $\Delta$ G ESCs, as well as RA treated ESCs identified by RNA-seq; List of primers used in the study. (Table S3.xlsx)

## **Supplemental Figures and Legends**

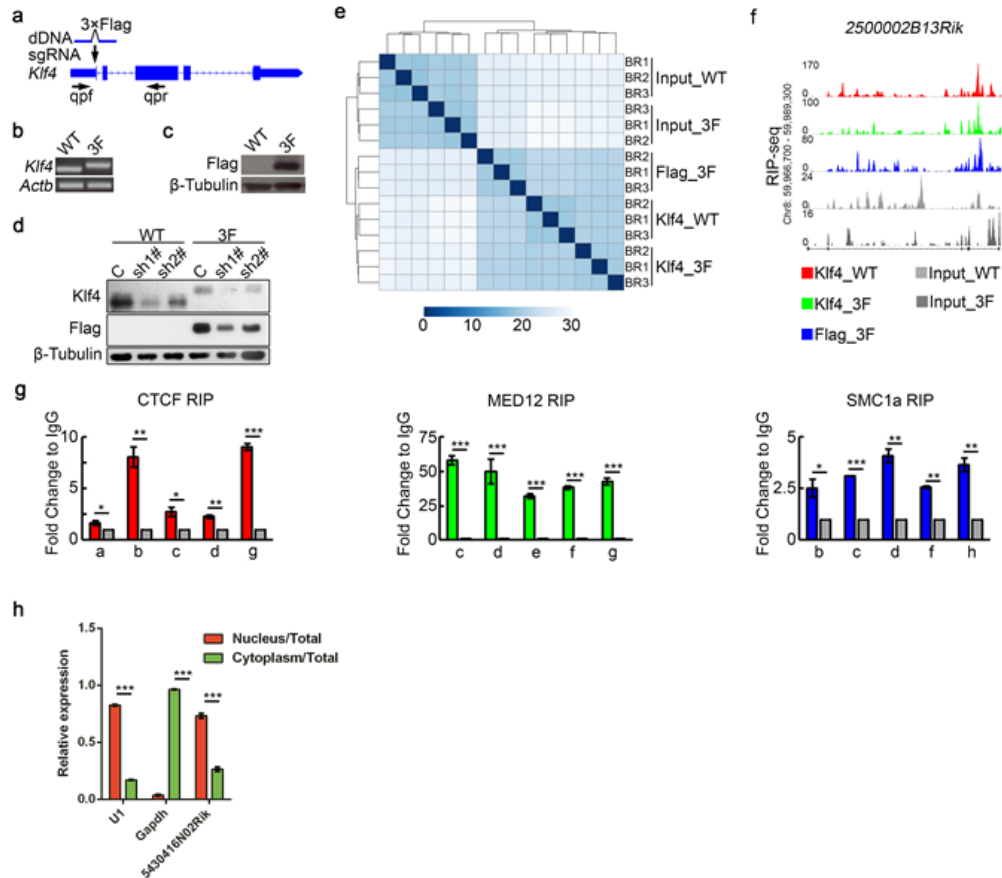

**Figure S1. Analysis of RIP-seq profiles.**

(a) Schematic illustration of the knock-in strategy at the *Klf4* locus. Blue rectangles represent *Klf4* exons. A donor DNA (dDNA) containing 3' Flag sequence for *Klf4* N terminal knock-in is shown at the top. A vertical arrow indicates the sgRNA targeting site. Arrows marked with qpf and qpr are primers for *Klf4* RT-PCR.

(b) RT-PCR results demonstrate homozygous knock-in of 3 × Flag at the *Klf4* locus. PCR products using qpf and qpr primers show a 66 bp shift in 3F cells, compared with WT cells, due to the 3 × Flag knock-in.

(c) Western Blot analysis confirms Flag expression in 3F cells.

(d) Western Blot analysis confirms the correct integration at the *Klf4* locus. WT and 3F cells were transfected with plasmids expressing *Klf4* shRNAs (sh1# and sh2#) as

well as a control vector. Cells were harvested 48 hours after transfection and processed for Western Blot with Klf4, Flag, and  $\beta$ -Tubulin antibodies.

(e) Clustered heatmap using all genes shows the sample-to-sample similarity between RIP-seq profiles. Three biological replicates are shown as BR1, BR2 and BR3.

Complete hierarchical clustering is performed, basing on the Euclidean distances between samples.

(f) Representative signals at the *2500002B13Rik* locus from Klf4\_WT (red), Klf4\_3F (green) and Flag\_3F (blue) RIP-seq, as well as input RNAs (grey).

(g) RIP qRT-PCR verifies the binding between CTCF, MED12, SMC1a and *5430416N02Rik* RNA. RIP assays were performed with CTCF antibody, MED12 antibody, SMC1a antibody and IgG antibody in WT ESCs. Eight DNA amplicons (a-h) are illustrated as short black bars in Figure 1e. Data are shown as the mean  $\pm$  SEM (n=3). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. *t*-test.

(h) Cytoplasmic/nuclear fractionation analysis of mESCs shows that *5430416N02Rik* is mainly located in the nuclear. U1 and Gapdh serve as positive ctrl of nucleus and cytoplasm, respectively. Data are shown as the mean  $\pm$  SEM (n=3). \*\*\*p<0.001, *t*-test.

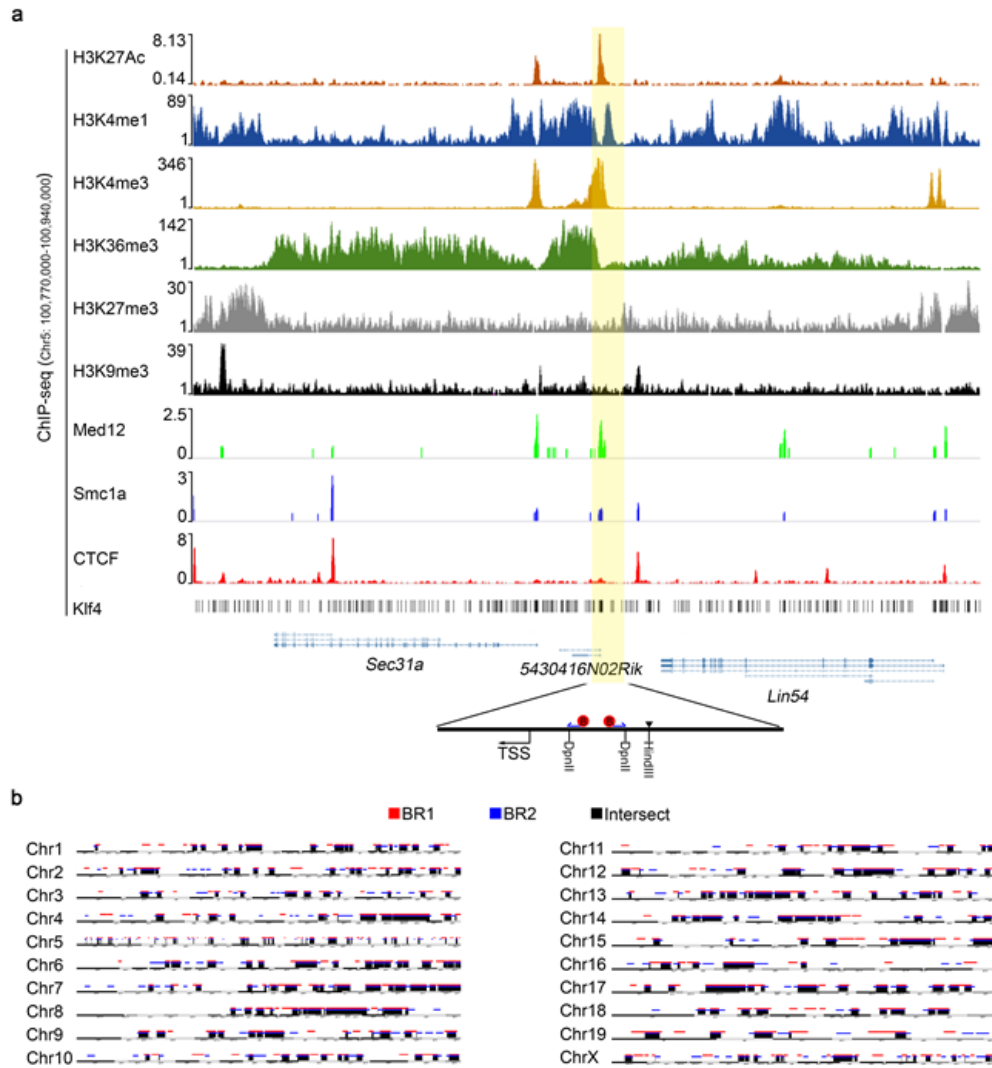

**Figure S2. The *5430416N02Rik* promoter is a chromatin interaction hub.**

(a) ChIP-seq enrichment patterns for histone modifications and chromatin architectural proteins at the *5430416N02Rik* locus. Tracks assembled in mm9 are displayed in the order of H3K27ac (ENCFF001KFN, ENCODE), H3K4me1 (ENCFF001ZGW, ENCODE), H3K4me3 (ENCFF001ZPH, ENCODE), H3K36me3 (ENCFF001ZHS, ENCODE), H3K27me3 (ENCFF001ZJJ, ENCODE), H3K9me3 (ENCFF001ZHH, ENCODE), Med12 (Pool of GSM560345 and GSM560346, GEO), Smc1a (Pool of GSM560341 and GSM560342, GEO), CTCF (GSM918748, GEO) and Klf4 (GSM288354, GEO). The *5430416N02Rik* promoter region is zoomed into

and displayed by a bold black line at the bottom. Transcription orientation of *5430416N02Rik* is indicated by a black arrow. Blue arrows with red cycle at DpnII sites represent two biotin-labeled probes for Capture-C. A black triangle at the HindIII site indicates the bait for 4C-seq.

(b) Line plots show regions interacting with the *5430416N02Rik* promoter in each chromosome. Interacting regions identified in the two biological replicates of 4C-seq are shown with red and blue lines, respectively. Black boxes mark overlapped interacting regions from two biological replicates.

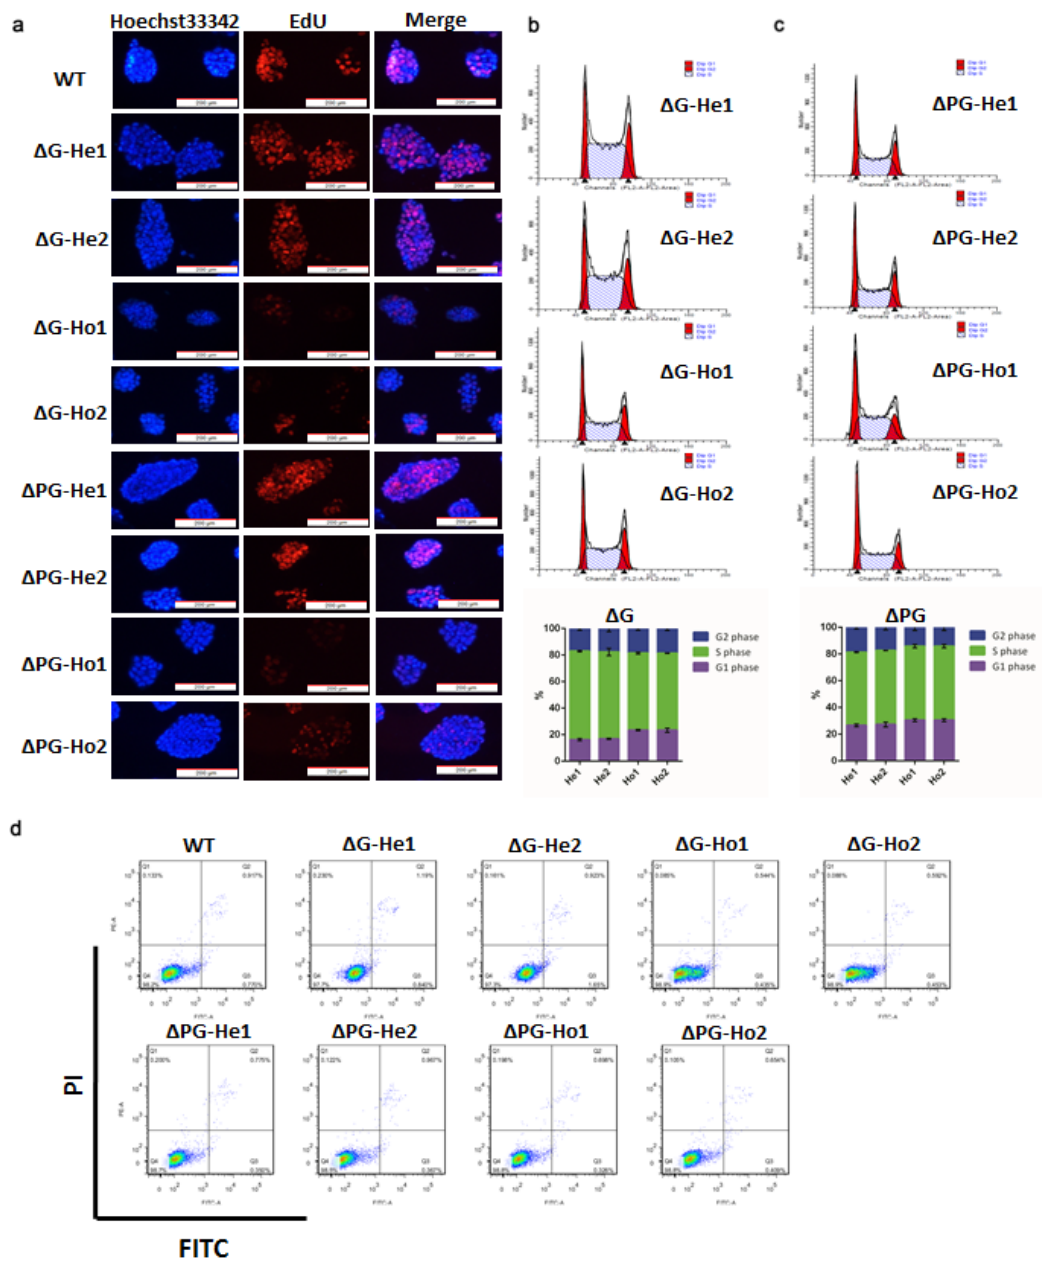

**Figure S3.** Both homozygous  $\Delta PG$  and  $\Delta G$  ESCs show reduced growth rates.

(a) Images of EdU incorporation analysis in WT,  $\Delta G$  and  $\Delta PG$  ESCs. Scale bar: 200  $\mu m$ .

$\mu m$ .

(b-c) Cell cycle analysis and quantification of cell cycle phases in  $\Delta G$  (b) and  $\Delta PG$  (c) ESCs.

(d) Cell apoptosis analysis.

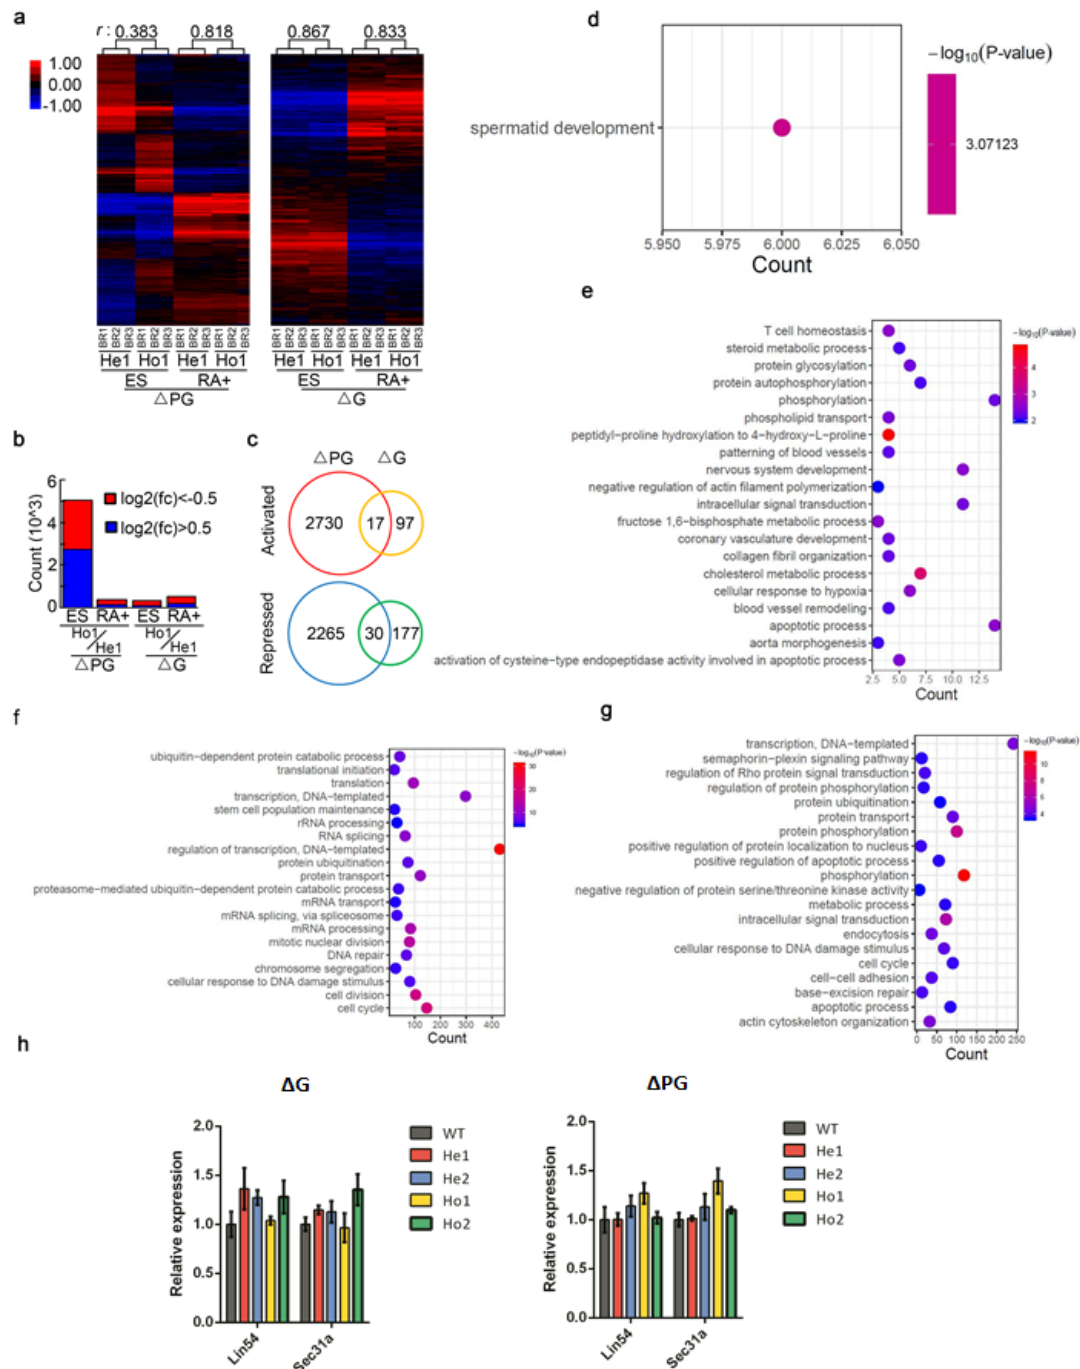

**Figure S4. The transcriptional profile is perturbed more in homozygous  $\Delta$ PG ESCs than in homozygous  $\Delta$ G ESCs.**

(a) Clustering of differentially regulated genes in heterozygous and homozygous  $\Delta$ PG and  $\Delta$ G ESCs, as well as RA treated ESCs. ESCs are treated with RA (2  $\mu$ M) and

DMSO for 48 hours, and harvested for RNA-seq. Three biological replicates are included. Pearson correlation coefficient ( $r$ ) is calculated and shown at the top.

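In RA-treated cells, Pearson's r between the mean centered profiles of heterozygous and homozygous samples was 0.928 in ΔPG cells (SD of the 9 sample pairs 0.0387) and 0.918 in ΔG cells (SD of the 9 sample pairs 0.0111). The genes and the centering were those used for the ESCs of the same table. Without centering, r was 0.994 in ΔPG and 0.989 in ΔG cells.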

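After RA treatment, 186 genes were called between homozygous and heterozygous ΔPG cells, 53 higher and 133 lower in homozygous cells. In ΔG cells, 471 were called, 149 higher and 322 lower. The samples of the 2 genotypes did not overlap for all 186 and for 465 of the 471 genes, and over all genes tested for 18.8% and 21.8%, against 10% by chance. With an adjusted p under 0.1 alone, 1006 genes were called in ΔPG cells, 519 higher and 487 lower, and 2433 in ΔG cells, 1070 higher and 1363 lower. Without homozygous replicate 2, 34 genes were called higher in ΔPG cells. Of the genes called in ESCs, 60.2% had the same sign after RA treatment in ΔPG and 75.1% in ΔG cells. In ΔPG cells, AY036118 (log2 difference 1.21), Rps16-ps2 (0.90) and 1500012F01Rik (0.88) rose most, and Eda2r (-3.44), Ccng1 (-2.46) and Trp53 (-2.21) fell most. Rps16-ps2 lost its call without homozygous replicate 2. In ΔG cells, Hist3h2ba (4.79), Rnf187 (3.50) and Chd5 (2.53) rose most, and Gm10800 (-1.74) and Col4a5 (-1.65) fell most after 5430416N02Rik.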

(b) Numbers of activated or repressed genes in homozygous  $\Delta$ PG and  $\Delta$ G cells, in comparison to their heterozygous counterparts.

(c) Venn diagrams of activated (top) and repressed genes (bottom) in homozygous  $\Delta$ PG and  $\Delta$ G ESCs, in comparison to their heterozygous counterparts.

(d-g) GO analysis of biological progress of genes differentially up-regulated in homozygous  $\Delta$ G cells (d), down-regulated in homozygous  $\Delta$ G cells (e), up-regulated in homozygous  $\Delta$ PG cells (f), down-regulated in homozygous  $\Delta$ PG cells (g).

(h) Relative mRNA levels of two neighbor genes of 5430416N02Rik in homozygous  $\Delta$ G and  $\Delta$ PG and the control cells.

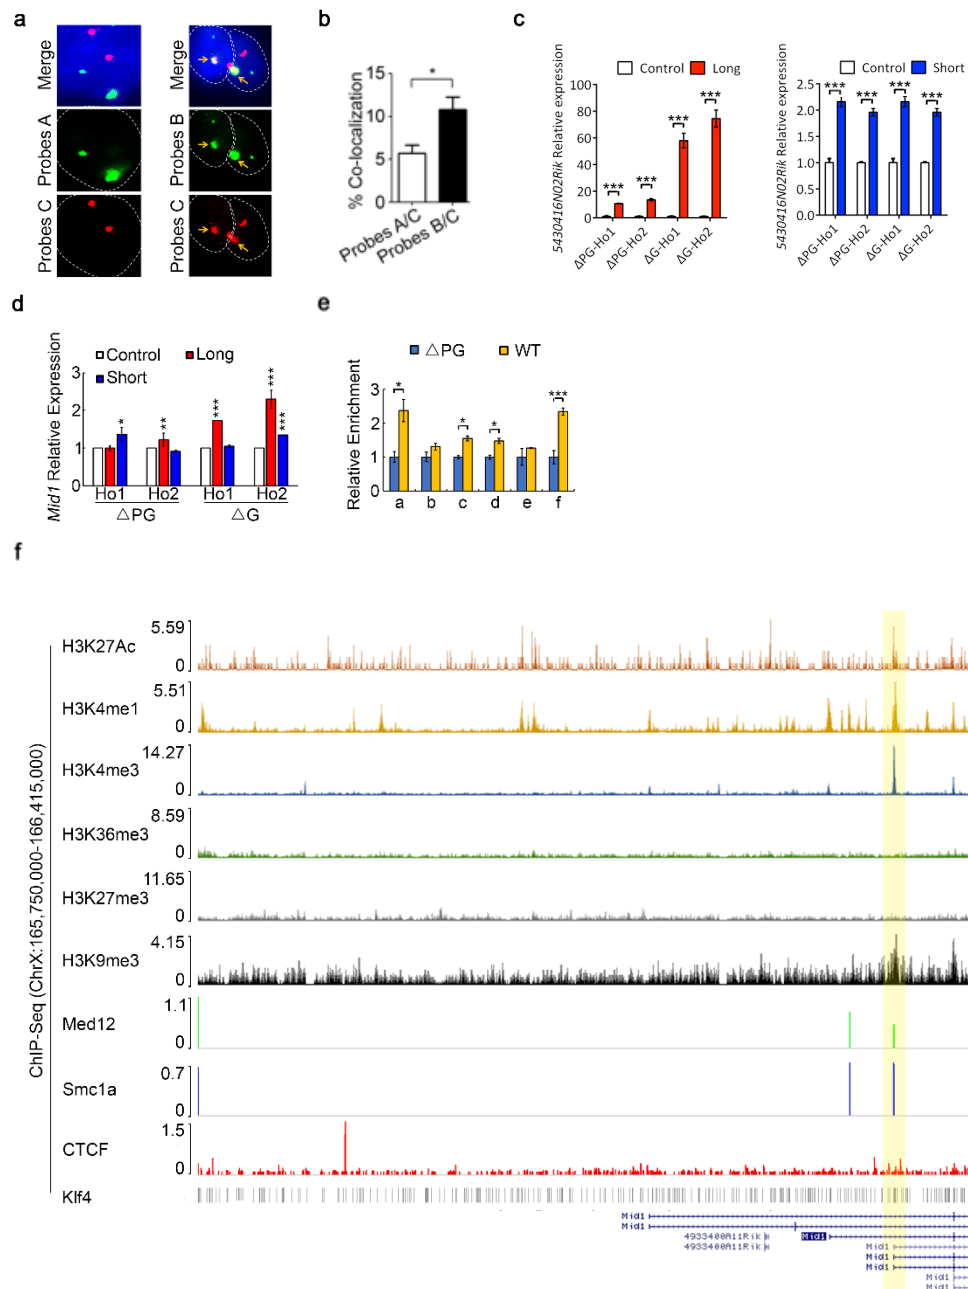

**Figure S5. Both 5430416N02Rik DNA and RNA interact with the *Mid1* locus.**

(a) Representative images of DNA FISH show co-localizations of 5430416N02Rik with Coll1A1 (left panel) or Mid1 (right panel). Probes A: Coll1A1, green, BAC clones (RP23-75B6 and RP23-321D21). Probes B: Mid1, green, BAC clones (RP23-154O12 and RP24-250A6). Probes C: 5430416N02Rik, red, BAC clone (RP24-385C17).

(b) Quantification of the co-localization of 5430416N02Rik with Coll1A1 or Mid1

(n=4, more than 50 nuclei were counted for each experiment). Data are shown as the mean  $\pm$  SEM. \*p<0.05,

(c) Relative mRNA levels of two isoform of 5430416N02Rik in homozygous  $\Delta$ G and  $\Delta$ PG ESCs that overexpressed two isoform of 5430416N02Rik. Data are shown as the mean  $\pm$  SEM (n=3). \*\*\*p<0.001.t-test.

(d) Relative mRNA levels of Mid1 in homozygous  $\Delta$ G and  $\Delta$ PG ESCs that overexpressed two isoform of 5430416N02Rik. Data are shown as the mean  $\pm$  SEM (n=3). \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.t-test.

(e) Following RAP assay, interactions between 5430416N02Rik RNA and DNA regions of *Mid1* were detected by qRT-PCR. DNA amplicons (a-f) are illustrated as in Figure 4g. Data are shown as the mean  $\pm$  SEM. \*p<0.05, \*\*\*p<0.001.t-test.

(f) ChIP-seq enrichment patterns for histone modifications and chromatin architectural proteins at the *Mid1* locus. Tracks assembled in mm9 are displayed in the same way of Figure S2a.

# Supplementary material for: lncRNA 5430416N02Rik Promotes the Proliferation of Mouse Embryonic Stem Cells by Activating Mid1 Expression through 3D Chromatin Architecture
**Source:** Stem Cell Reports. 2020 Mar 10;14(3):493–505. doi: 10.1016/j.stemcr.2020.02.002
**Supplement:** Document S2. Article plus Supplemental Information

# lncRNA *5430416N02Rik* Promotes the Proliferation of Mouse Embryonic Stem Cells by Activating *Mid1* Expression through 3D Chromatin Architecture

Tong Zhao,<sup>1,3</sup> Mingyang Cai,<sup>2,3</sup> Man Liu,<sup>1,3</sup> Guangsong Su,<sup>1</sup> Daniel An,<sup>2</sup> Byoungsan Moon,<sup>2</sup> Guochang Lyu,<sup>2</sup> Yibo Si,<sup>2</sup> Lingyi Chen,<sup>1,\*</sup> and Wange Lu<sup>1,\*</sup>

<sup>3</sup>Co-first author

<https://doi.org/10.1016/j.stemcr.2020.02.002>

## SUMMARY

Both 3D chromatin architecture and long non-coding RNAs (lncRNAs) play essential roles in pluripotency maintenance. However, whether lncRNAs are involved in organizing 3D chromatin structure remains largely unexplored. We identified 39 lncRNAs bound by Klf4, among which we further revealed the *5430416N02Rik* promoter is a chromatin interaction hub. Knockout of the *5430416N02Rik* locus reduces the proliferation rate of embryonic stem cells (ESCs). Moreover, deleting both the promoter and the gene body of *5430416N02Rik* causes a more severe proliferation defect and has a more profound impact on the transcriptome than deleting the gene body alone. The reduced proliferation of the *5430416N02Rik* locus knockout ESCs is mainly due to the downregulation of *Mid1*, the expression of which requires the inter-chromosomal interaction between *Mid1* and *5430416N02Rik* loci. In summary, our data demonstrated that the lncRNA *5430416N02Rik* gene locus maintains the fast proliferation of ESCs by activating the expression of *Mid1* through chromatin interaction.

## INTRODUCTION

Embryonic stem cells (ESCs), derived from the inner cell mass of pre-implantation blastocysts, are able to self-renew indefinitely, while maintaining the differentiation potential into all types of cells in the body (Evans and Kaufman, 1981). Understanding the molecular mechanisms of pluripotency maintenance is beneficial for the potential application ESCs in regenerative medicine. It has become clear that 3D chromatin architecture plays an essential role in the establishment and maintenance of pluripotency (Apostolou et al., 2013; Wei et al., 2013a, 2013b; Zhang et al., 2013). Genomes are organized into topologically associated domains (TADs), which are conserved in different cell types and across species (Dixon et al., 2012; Ji et al., 2016). Yet, extensive chromatin reorganization, altering chromatin interactions both within and between TADs, occurs during lineage specification of ESCs (Dixon et al., 2015; Phillips-Cremins et al., 2013). More importantly, unique pluripotency-specific chromatin interactomes around the key pluripotency gene loci, *Nanog* and *Oct4*, are maintained in ESCs, and are functionally important for pluripotency (Apostolou et al., 2013; Wei et al., 2013a).

Chromatin architectural proteins (CAPs), such as CTCF, Cohesin, and Mediator, regulate and stabilize chromatin interactions (Dixon et al., 2012; Handoko et al., 2011; Kagey et al., 2010; Tang et al., 2015). In addition, Klf4, a

pluripotency transcription factor, together with Cohesin and Mediator, organizes long-range chromosomal interactions at the *Oct4* locus in mouse ESCs (mESCs) (Wei et al., 2013a). However, it is difficult for these relatively small and globular CAPs to bring relatively bulky chromatin regions close and stabilize the chromatin interaction, even though protein complexes are formed by CAPs. Due to the flexible linear shape, long non-coding RNAs (lncRNAs) might serve as scaffold molecules to assist CAPs in organizing chromatin architecture. For example, lncRNA *Firre*, interacts with hnRNPU to maintain the interactions of its own gene locus with five distinct trans-chromosomal loci (Hacisuleyman et al., 2014). In addition, lncRNAs have been shown to be involved in the self-renewal and differentiation of ESCs, as well as somatic cell reprogramming (Guttman et al., 2011; Loewer et al., 2010; Yin et al., 2015). Nevertheless, whether lncRNAs contribute to pluripotency maintenance through organizing 3D chromatin architecture remains elusive.

In this study, we investigated the role of lncRNA locus in organizing 3D chromatin architecture essential for pluripotency maintenance. Through RNA-binding protein immunoprecipitation coupled with sequencing (RIP-seq) experiments, we first identified 39 Klf4-bound lncRNAs. Taking account of known functional lncRNAs in maintaining and inducing pluripotency, we further studied the lncRNA *5430416N02Rik*. 4C and Capture-C experiments

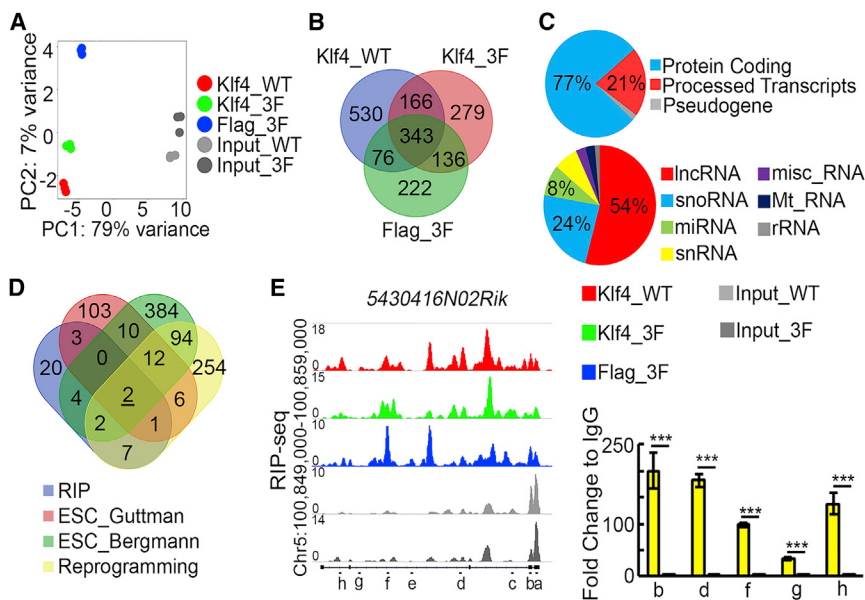

**Figure 1. Identification of Potential CAP-Associated RNA**

(A) Principal-component analysis of RIP-seq results. Three biological replicates were performed for each RIP-seq experiment.

(B) High-confidence Klf4-bound RNAs identified by overlapping significantly enriched RNAs in three RIP-seq experiments. The detailed information of these RNAs is listed in [Table S1](#).

(C) Classification of Klf4-bound RNAs (upper panel) and processed transcripts (lower panel).

(D) Comparison of Klf4-bound lncRNAs (RIP), lncRNAs regulating ESC transcriptome (ESC\_Guttman and ESC\_Bergmann), and lncRNAs activated during reprogramming (Reprogramming). The detailed information of these lncRNAs is listed in [Table S1](#).

(E) Left panel shows representative signals at the 5430416N02Rik locus from Klf4\_WT

(red), Klf4\_3F (green), and Flag\_3F (blue) RIP-seq, as well as input RNAs (gray). Eight DNA amplicons (a–h) are illustrated as short black bars. Right panel shows the result of RIP qRT-PCR with Klf4 antibody and IgG control. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\*\* $p < 0.001$ , t test.

coupled with sequencing demonstrated that the promoter of *5430416N02Rik* is a chromatin interaction hub. Moreover, knocking out both the promoter and the gene body of *5430416N02Rik* affects more genes and causes a more severe proliferation defect in ESCs, in comparison with knockout of the *5430416N02Rik* gene only, demonstrating the additional function of the *5430416N02Rik* promoter other than driving the transcription of *5430416N02Rik*. Mechanistically, knockout of the *5430416N02Rik* locus impairs the inter-chromosomal interaction between *5430416N02Rik* and *Mid1* loci, leads to downregulated *Mid1* transcription, and consequently reduces the proliferation rate of ESCs. Our work expanded the knowledge of how lncRNAs gene loci regulate pluripotency by organizing 3D chromatin architecture in ESCs.

## RESULTS

### Identification of CAP-Associated lncRNAs

We demonstrated previously that Klf4, a pluripotency transcription factor, together with Cohesin and Mediator, organizes long-range chromosomal interactions at the *Oct4* locus in mESCs (Wei et al., 2013a). To test the possibility that lncRNAs serve as scaffold molecules, and collaborate with Klf4 and other CAPs to form large RNA/protein complexes and organize 3D chromatin architecture, RIP-seq was carried out to detect whether Klf4 binds to any lncRNAs. The first RIP (Klf4\_WT) was performed with a Klf4 antibody to pull-down endogenous Klf4 in wild-type

(WT) ESCs. To circumvent the specificity issue of the Klf4 antibody, two additional RIP experiments (Klf4\_3F and Flag\_3F) were conducted in 3F ESCs, in which 3 $\times$ Flag tag is fused to the N terminus of endogenous Klf4 (Figures S1A–S1D), with Klf4 and Flag antibodies, respectively. Both principal-component analysis (PCA) and sample-to-sample distance analysis demonstrate the robust consistency of three biological replicates and the similarities among these three RIP samples, in comparison with input RNA samples (Figures 1A and S1E). Analyzing each RIP-seq profile with the DESeq2 pipeline, using the corresponding input profile as the background, 1,115, 924, and 777 significantly enriched RNAs were identified in Klf4\_WT, Klf4\_3F, and Flag\_3F profiles, respectively (Table S1). Overlapping the three lists of significantly enriched RNAs allowed us to identify 343 Klf4-bound RNA with high confidence (Figure 1B; Table S1). Seventy-seven percent of these Klf4-bound RNAs encode proteins, and 72 RNAs (21%) belong to the processed transcripts lacking open reading frame. 39 out of the 72 non-coding RNAs (54%) are lncRNAs (Figure 1C). These 39 Klf4 bound lncRNAs are candidates for CAP-associated RNA.

Proper long-range chromatin interactions are essential for the self-renewal of ESCs and somatic cell reprogramming. Thus, we expected that CAP-associated lncRNAs in ESCs should play roles in pluripotency maintenance and reprogramming. Previous studies have identified lncRNAs regulating ESC transcriptome (Bergmann et al., 2015; Guttman et al., 2011), and lncRNAs activated during reprogramming (Kim et al., 2015). Comparison of the 39 Klf4 bound

lncRNAs to these 3 groups of lncRNAs identified two lncRNAs, *5430416N02Rik* (also known as *Gm3514* and *Adapt33*), and *2500002B13Rik*, shared by four lists (Figures 1D, 1E, and S1F; Table S1). Hence, these two lncRNAs are most likely CAP RNAs.

Among these two CAP RNA candidates, *5430416N02Rik* RNA is also bound by CTCF protein, a well-known insulator binding protein involved in chromatin interactions (Kung et al., 2015), further suggesting *5430416N02Rik*'s role as a CAP-associated RNA. RIP coupled with qRT-PCR was performed to validate the RIP-seq result, and revealed strong binding of Klf4 to *5430416N02Rik* RNA (Figure 1E). It has been shown that *5430416N02Rik* is a multiple stress-responsive riboregulator (Wang et al., 1996, 2003). Cytoplasmic/nuclear fractionation assay shows that the *5430416N02Rik* transcript is abundant in the nucleus of mESCs (Figure S1H). Yet, the function of *5430416N02Rik* in ESCs is not well characterized. So we focused on investigating the function of *5430416N02Rik* in ESCs, especially its role in 3D chromatin architecture.

### Functions of *5430416N02Rik* in Regulating Chromatin Interaction

Unlike proteins, lncRNAs often exert their function immediately following or even during their transcription without processing or translocation (Quinn and Chang, 2016). If *5430416N02Rik* functions in *cis* to regulate 3D chromatin architecture, its gene locus should be an organizing hub for chromatin interactions. We investigated the histone codes as well as the occupations of architecture proteins at the *5430416N02Rik* gene locus, considering the tight relationship between genome-wide interactions and activating chromatin marks (Huang et al., 2015). There is a good correlation of active histone marks (H3K27ac, H3K4me1, and H3K4me3) and CAPs (Med12, Smc1a, and Klf4) binding signals at the *5430416N02Rik* promoter region (Figure S2A), implying that the promoter of *5430416N02Rik* may have interactions with other chromatin regions in ESCs.

To demonstrate that the promoter region of *5430416N02Rik* is a chromatin interaction hub, we performed circular chromosome conformation capture followed by high throughput sequencing (4C-seq), with a bait located about 1 kb upstream the transcription starting site (TSS) of *5430416N02Rik* using HindIII (Figure S2A). 339 and 341 significant *5430416N02Rik*-interacting regions were identified in two independent biological replicates of 4C-seq experiments (Table S2). Overlapping the identified regions from two biological replicates revealed 300 *5430416N02Rik*-interacting regions with high confidence (Figure S2B). Further analysis revealed that 12,717 genes are located in the 300 *5430416N02Rik*-interacting regions (Table S2). Thus, our 4C-seq and previous chromatin immu-

noprecipitation sequencing (ChIP-seq) results collaboratively suggest that the *5430416N02Rik* promoter is a chromatin interaction hub.

To further prove the function of the *5430416N02Rik* locus in regulating chromatin interaction, we constructed heterozygous and homozygous  $\Delta$ G ESC lines, in which the gene body of *5430416N02Rik* is replaced by a "GFP-IRES-Puro" cassette (Figures 2A and 2B), and performed Capture-C experiment followed by sequencing, using heterozygous and homozygous  $\Delta$ G ESC lines. The bait for the Capture-C experiment is located just nearby the bait we used in 4C libraries. We detected 2,423 and 2,820 *5430416N02Rik*-interacting sites in the replicates of heterozygous and homozygous  $\Delta$ G ESCs, respectively (Table S2). These *5430416N02Rik*-interacting sites are distributed along all of the chromosomes, while about half of the interactions are within chromosome 5 where *5430416N02Rik* is located (Figure 2C). Most importantly, we identified 1730 differential *5430416N02Rik*-interacting sites between heterozygous and homozygous  $\Delta$ G ESCs, which are widely spread out through the genome (Figure 2D; Table S2). It provides evidence that heterozygous and homozygous  $\Delta$ G ESCs have very different chromatin interactions.

### Both the Promoter and the Gene Locus of *5430416N02Rik* Play Important Roles in ESC Proliferation

To investigate the biological function of the *5430416N02Rik* locus, we characterized the phenotype of heterozygous and homozygous  $\Delta$ G ESCs. Given the importance of the *5430416N02Rik* promoter in mediating chromatin interactions, we also constructed  $\Delta$ PG ESC lines, in which the gene body and the promoter of *5430416N02Rik* are both knocked out (Figure 2A). Two independent heterozygous clones (He1 and He2) and homozygous clones (Ho1 and Ho2) of  $\Delta$ G and  $\Delta$ PG ESCs are used for phenotype characterization (Figures 2A and 2B). Notably, homozygous  $\Delta$ G and  $\Delta$ PG ESCs grow slower than WT and heterozygous ESCs. Intriguingly, homozygous  $\Delta$ PG ESCs display more severe proliferation deficiency than homozygous  $\Delta$ G ESCs (Figure 3A), indicating an additional function of the *5430416N02Rik* promoter other than driving the expression of *5430416N02Rik*. It is consistent with our 4C-seq result that the *5430416N02Rik* promoter mediates long-range chromatin interactions. To further investigate the effect of *5430416N02Rik* on proliferation of mESCs, we performed the 5-ethynyl-20-deoxyuridine (EdU) incorporation assay. The results showed that homozygous  $\Delta$ G and  $\Delta$ PG ESCs exhibited lower EdU incorporation than the control cells (Figure S3A). We also performed cell-cycle analysis of  $\Delta$ G and  $\Delta$ PG mESCs using propidium iodide staining. As expected, homozygous  $\Delta$ G and  $\Delta$ PG ESCs both had a higher proportion G1 phase cells,

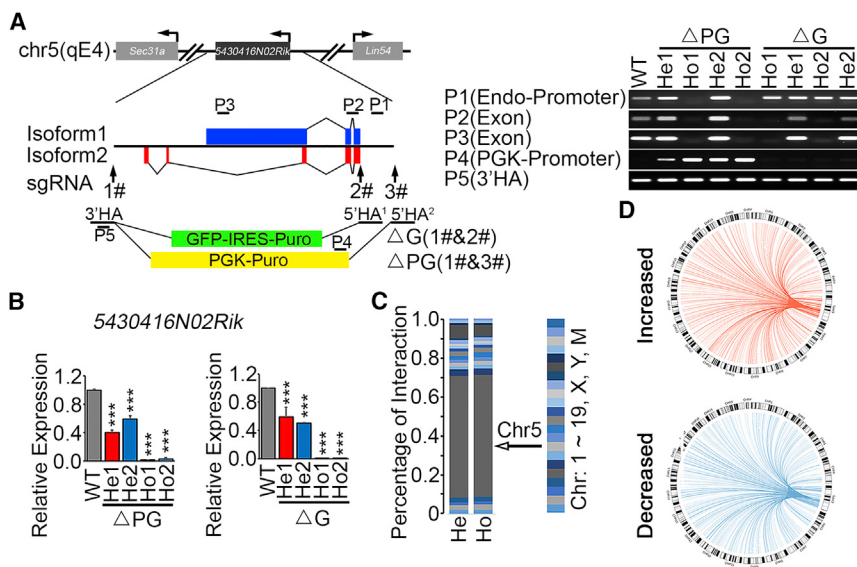

**Figure 2. *5430416N02Rik* RNA Is Required for the Chromatin Interactions at Its Promoter**

(A) Schematic illustration of knockout strategy at the *5430416N02Rik* locus. Two isoforms of *5430416N02Rik* are shown with blue and red boxes, respectively. The gene body and the promoter (~2 kb upstream of TSS) of *5430416N02Rik* are replaced by a PGK-puro cassette, resulting in homozygous (Ho) or heterozygous (He)  $\Delta$ PG ESCs. In  $\Delta$ G cells, only the gene body is replaced by a GFP-IRES-Puro cassette. He1&2 and Ho1&2 are two independent heterozygous and homozygous clones, respectively. Vertical arrows mark targeting sites of three sgRNAs. Homology arms (3' HA, and 5' HA<sup>1</sup> and 5' HA<sup>2</sup>) are shown in bold. Short black lines, P1 to P5, marks PCR amplicon for genotyping. The bottom panel shows the genotyping results.

(B) *5430416N02Rik* expression levels in heterozygous and homozygous  $\Delta$ PG and  $\Delta$ G ESCs, as well as WT ESCs, detected by qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM (n = 3). \*\*\*p < 0.001, t test.

(C) Numbers of interacting sites with the *5430416N02Rik* promoter in individual chromosomes identified by Capture-C-seq are shown in 100% stacked column.

(D) Circos plots of differential *5430416N02Rik*-interacting sites in homozygous  $\Delta$ G ESCs, compared with heterozygous  $\Delta$ G ESCs, identified by Capture-C-seq. Two biological replicates were performed for each Capture-C experiment.

suggesting  $\Delta$ G and  $\Delta$ PG causes G1 phase cell-cycle arrest and a severe proliferation defect (Figures S3B and S3C). To determine whether  $\Delta$ G and  $\Delta$ PG affect mESCs survival, we used Annexin V-FITC staining to detect apoptosis. We did not observe significant changes in apoptosis in homozygous  $\Delta$ G and  $\Delta$ PG ESCs compared with the control (Figure S3D). Besides, the slow proliferation rates of homozygous  $\Delta$ G and  $\Delta$ PG ESCs are not due to reduced expression levels of pluripotency genes (Figures 3B and 3C). When induced to differentiate by retinoic acid, homozygous  $\Delta$ PG ESCs differentiate slightly more toward endoderm lineage, and less toward ectoderm, while homozygous  $\Delta$ G does not affect the differentiation of ESCs (Figures 3D and 3E). In embryoid body (EB) differentiation experiments, EBs from homozygous  $\Delta$ PG ESCs are smaller than those formed by heterozygous  $\Delta$ PG ESCs (Figure 3F). In contrast, EBs formed by heterozygous and homozygous  $\Delta$ G ESCs are about the same size (Figure 3G). The more severe differentiation defects of homozygous  $\Delta$ PG ESCs further suggest additional function of the *5430416N02Rik* promoter, except for the function as a promoter.

### ***5430416N02Rik* Regulates the Proliferation of ESCs through *Mid1***

To identify the downstream target genes of the *5430416N02Rik* locus involved in ESC proliferation, RNA sequencing (RNA-seq) was carried out to analyze the transcriptional profiles of heterozygous and homozygous

$\Delta$ G and  $\Delta$ PG ESCs, under undifferentiated and differentiated conditions. As expected, in undifferentiated ESCs, homozygous  $\Delta$ PG affects the transcriptome more than homozygous  $\Delta$ G (Figure S4A and S4B). Compared with their heterozygous counterparts, homozygous  $\Delta$ PG activates 2,747 genes and represses 2,295 genes, while  $\Delta$ G leads to 114 upregulated genes and 207 downregulated genes (Figure S4B; Table S3). Among them, 17 activated genes and 30 repressed genes are shared by homozygous  $\Delta$ PG and  $\Delta$ G ESCs (Figure S4C). Gene ontology analysis of biological processes showed that many downregulated genes in  $\Delta$ PG ESCs were related to cell cycle, which is consistent with our results that homozygous  $\Delta$ G and  $\Delta$ PG ESCs grow slower than WT and heterozygous ESCs (Figures S4D–S4G). LncRNA was known to play important roles in regulating expression of neighbor genes. We examined the expression of two neighbor genes of *5430416N02Rik*, *Lin54* and *Sec31a*, in homozygous KO cells and the control cells and found that the expressions of these two genes were not affected (Figure S4H).

Because both homozygous  $\Delta$ PG and  $\Delta$ G ESCs show reduced growth rates, differentially expressed genes shared by homozygous  $\Delta$ PG and  $\Delta$ G ESCs likely account for the slow growth. Among these 47 differentially expressed genes, *Mid1*, located at chromosome X, has been reported as an important factor regulating ESC proliferation through the MID1-PP2A-CDC25B-CDK1 signaling pathway (Ko et al., 2016). We first validated the RNA-seq data by qRT-PCR,

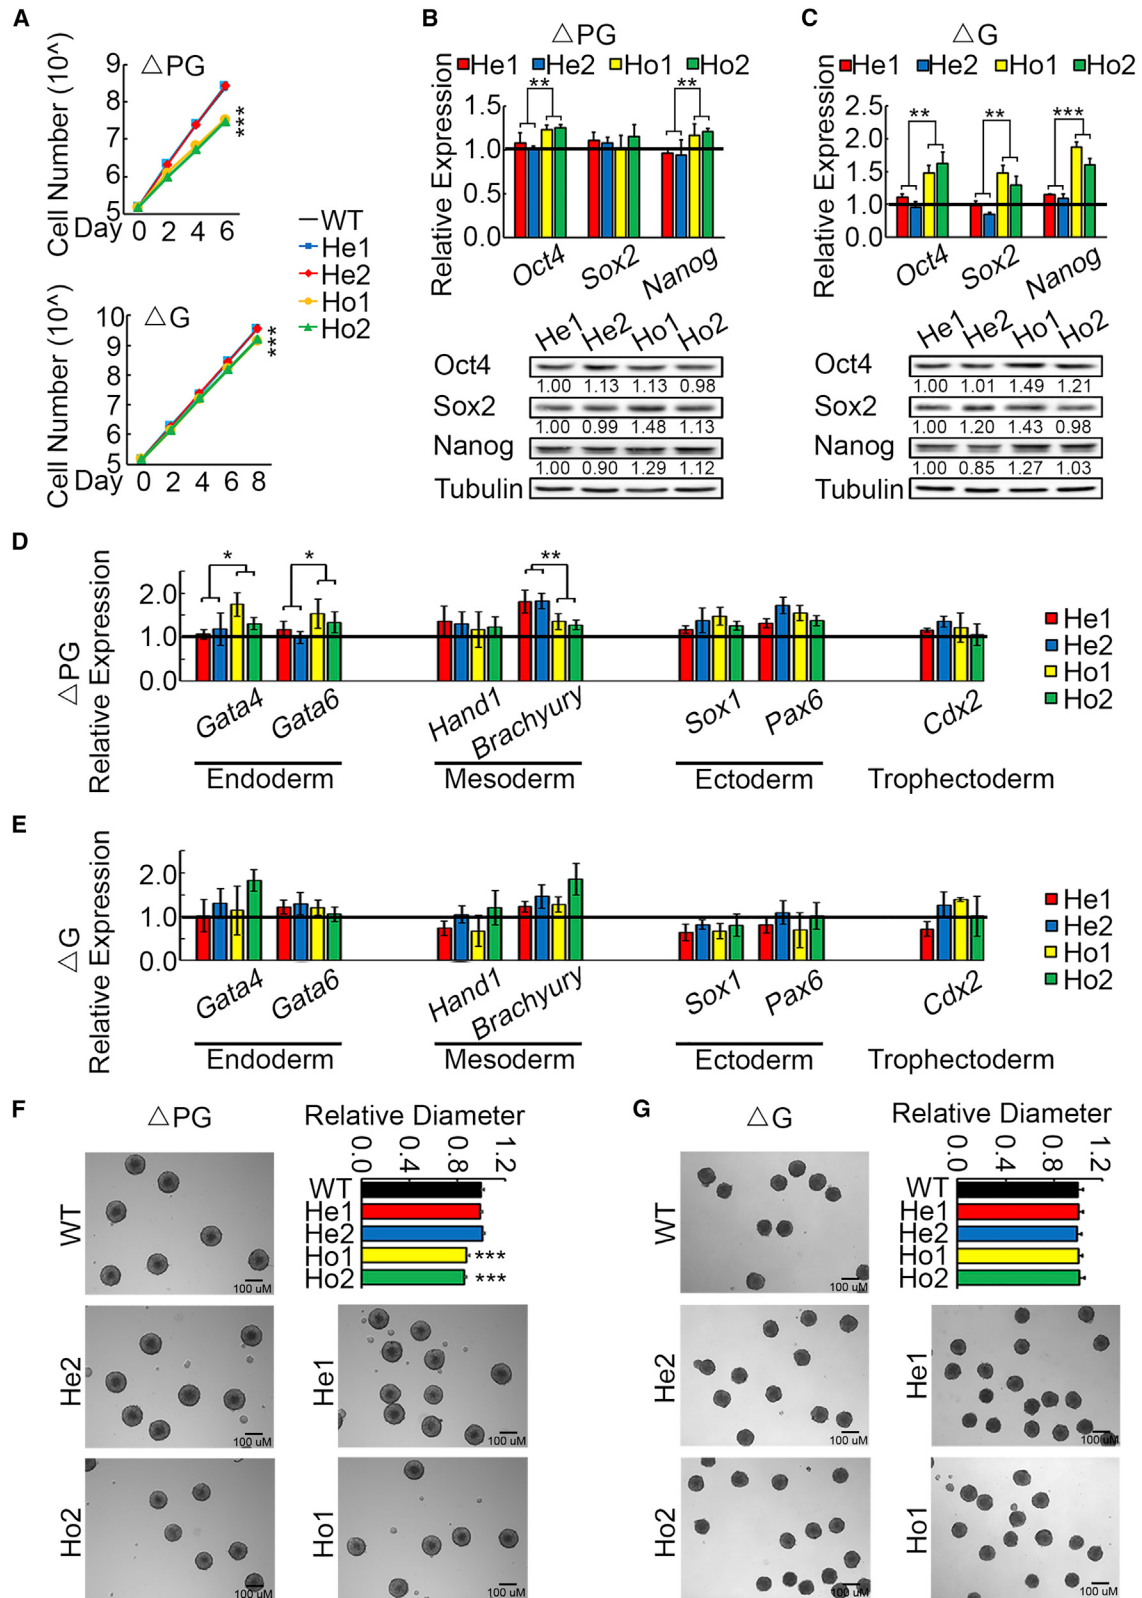

(legend on next page)

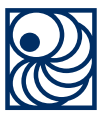

and confirmed that the expression level of *Mid1* is reduced in both homozygous  $\Delta$ PG and  $\Delta$ G ESCs, which is consistent with the slow growth rate in both homozygous  $\Delta$ PG ESCs and  $\Delta$ G ESCs (Figure 4A). Similar to the phenotype of homozygous  $\Delta$ G and  $\Delta$ PG ESCs, ESCs with *Mid1* knockdown also grow slower (Figures 4B and 4C). Conversely, overexpression of *Mid1* leads to larger colonies in colony-forming assay (Figures 4D–4F). Most importantly, *Mid1* overexpression rescued the reduced colony size of homozygous  $\Delta$ G and  $\Delta$ PG ESCs (Figures 4E and 4F), indicating that *Mid1* is a downstream target of *5430416N02Rik* in regulating ESC proliferation.

### The Interaction between *5430416N02Rik* and *Mid1* Loci Activates *Mid1* Expression

Our 4C-seq data revealed that the *5430416N02Rik* promoter interacts with the *Mid1* promoter (Table S2). Moreover, Capture-C data further demonstrated that the interaction between *5430416N02Rik* and *Mid1* is perturbed in homozygous  $\Delta$ G ESCs (Table S2). We performed 3C experiments to validate our 4C-seq and Capture-C result, and identified three sites (a, d, and e) in the *Mid1* locus, interacting with the *5430416N02Rik* promoter. More importantly, interaction frequencies at the d and e sites of the *Mid1* locus significantly decreased in homozygous  $\Delta$ G ESCs (Figure 4G). DNA fluorescence *in situ* hybridization (FISH) experiments further validated the interaction between *5430416N02Rik* and *Mid1* loci (Figures S5A and S5B). To further elucidate the function of *5430416N02Rik* RNA in mediating chromatin interaction, we tried to knock down the *5430416N02Rik* expression with small hairpin RNA (shRNA) and small interfering RNA, but neither of them worked. We next performed rescue experiment in  $\Delta$ G and  $\Delta$ PG KO ESCs. Overexpression of the long isoform of *5430416N02Rik* could partially rescue *Mid1* expression (Figures S5C and S5D). Purification DNA by RNA antisense purification (RAP) demonstrated that *5430416N02Rik* RNA associates with the *Mid1* locus (Figure S5E). ChIP-seq data also revealed that Med12, Smc1a, CTCF, and Klf4 bind to the *Mid1* locus, implying that these CAPs are involved in maintaining the chromatin interactions at the *Mid1* locus (Figure S5F). These data suggest that the *5430416N02Rik*

locus can interact with the *Mid1* locus. *5430416N02Rik* transcripts might be involved in the interaction between *5430416N02Rik* and *Mid1* loci, which promotes the transcription of *Mid1* (Figure 4H).

## DISCUSSION

RNA is an integral component of chromatin, and regulates the chromatin structure (Mondal et al., 2010). Yet, whether and how lncRNAs contribute to 3D chromatin organization remain elusive. Here, we aimed to identify lncRNAs involved in maintaining ESC-specific 3D chromatin structure. We rationalized that lncRNAs bound by Klf4, a pluripotency transcription factor contributing to long-range chromatin interactions in ESCs, are likely serving as scaffold molecules to form RNA/protein complexes and stabilize chromatin interactions. Thus, we performed RIP-seq experiment and identified 39 Klf4-bound lncRNAs. Combined with existing functional data of lncRNAs in ESCs, we narrowed down to the lncRNA *5430416N02Rik*, and further demonstrated the role of the *5430416N02Rik* locus in regulating 3D chromatin structure. First, the *5430416N02Rik* promoter is a chromatin interaction hub, as revealed by 4C-seq and Capture-C. Second, knockout of the *5430416N02Rik* gene ( $\Delta$ G) leads to a global change of the chromatin interaction profile of the *5430416N02Rik* promoter, indicating the essential function of the *5430416N02Rik* gene locus in maintaining 3D chromatin structure. Third, homozygous  $\Delta$ PG ESCs show more severe defects in proliferation and differentiation, than homozygous  $\Delta$ G ESCs. It suggests that the *5430416N02Rik* promoter has additional functions other than driving the transcription of *5430416N02Rik*. The additional function of the *5430416N02Rik* promoter is likely to exert long-range regulatory effect through inter- and intra-chromosomal interactions. Indeed, we demonstrated that the interaction between *5430416N02Rik* and *Mid1* loci is required for the expression of *Mid1*, which in turn promotes the fast proliferation of ESCs.

lncRNA as an important regulator, is involved in multiple functions, including cell growth and pluripotency in mESCs. For example, lncRNA Gas5 is required for the maintenance of mESCs self-renewal and proliferation through

### Figure 3. Homozygous $\Delta$ PG ESCs Display a More Severe Proliferation Defect than Homozygous $\Delta$ G ESCs

(A) Proliferation assays for  $\Delta$ PG,  $\Delta$ G, and WT ESCs. The Y axis is log scale of cell number. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\*\* $p < 0.001$ ; one-way ANOVA analysis. (B and C) Expression levels of pluripotency genes in  $\Delta$ PG (B) and  $\Delta$ G (C) ESCs detected by qRT-PCR and western Blot. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; one-way ANOVA analysis. (D and E) Expression levels of differentiation genes in differentiated  $\Delta$ PG (D) and  $\Delta$ G (E) ESCs detected by qRT-PCR. ESCs are treated with retinoic acid (2  $\mu$ M) for 4 days to differentiate. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \* $p < 0.05$ , \*\* $p < 0.01$ . Contrast in one-way ANOVA analysis was carried out (A–E). (F and G) Relative size of EBs formed by  $\Delta$ PG (F),  $\Delta$ G (G), and WT ESCs. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM, \*\*\* $p < 0.001$ ; one-way ANOVA analysis. Scale bars, 100  $\mu$ m.

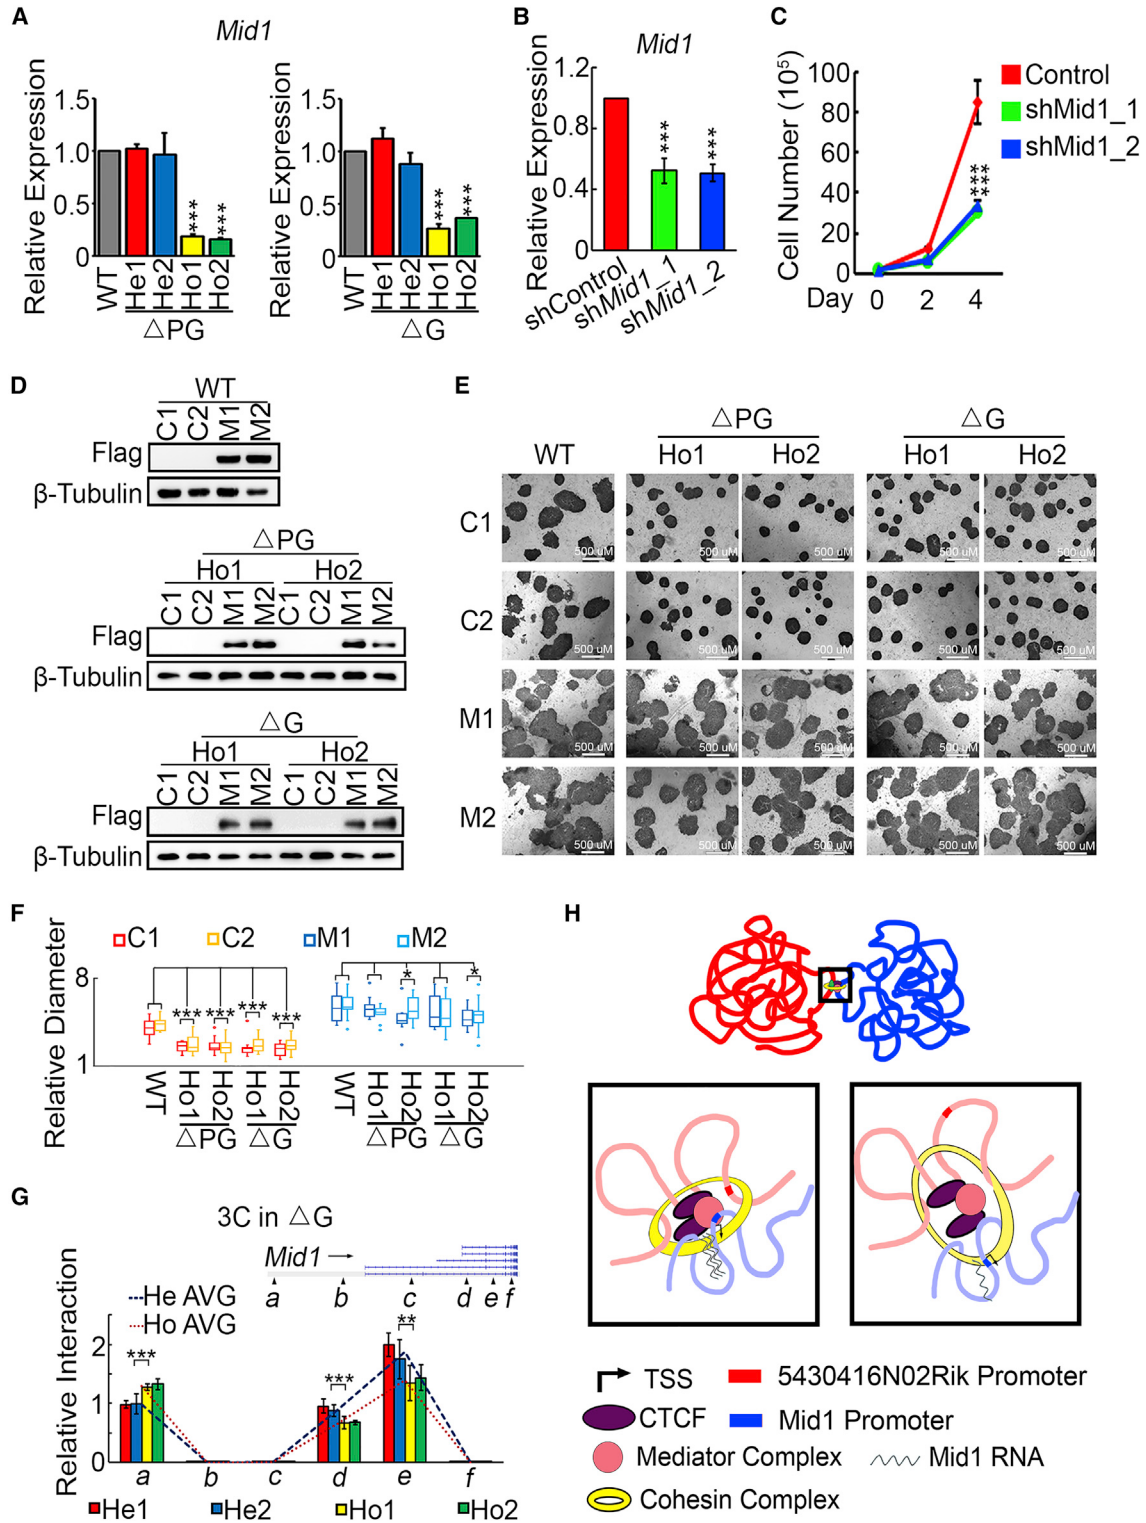

**Figure 4. The Chromatin Interaction between *Mid1* and 5430416N02Rik Loci Activates *Mid1* Expression, and Consequently Promotes ESC Proliferation**

(A) *Mid1* expression levels in heterozygous and homozygous  $\Delta$ PG and  $\Delta$ G ESCs, as well as WT ESCs, detected by qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\*\* $p < 0.001$ , t test.

(legend continued on next page)

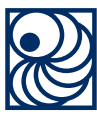

interactions with pluripotent transcriptional factors and DNA demethylation regulators (Tu et al., 2018). LncRNA *Trincr1* binds TRIM71 to inhibit its SHCBP1 stabilizing activity, and then sensitizes mESCs to depend on Trim71 for rapid proliferation (Li et al., 2019). Our studies reveal that the lncRNA 5430416N02Rik locus regulates *Mid1* expression through 3D chromatin organization, and 5430416N02Rik RNA may participate in mediating this chromatin interaction.

How 5430416N02Rik RNA collaborates with other CAPs to maintain 3D chromatin architecture remains largely unclear. It has been shown that Klf4 and CTCF bind to 5430416N02Rik RNA (Kung et al., 2015) (Figure 1). It is likely that more proteins, together with Klf4 and CTCF, bind to 5430416N02Rik RNA, and stabilize chromatin interactions. Therefore, characterization of the RNA/protein complex containing 5430416N02Rik RNA will shed light on the molecular mechanism of 3D chromatin organization. 5430416N02Rik RNA may function as a scaffold in the RNA/protein complex mediating the interaction between the 5430416N02Rik locus and *Mid1* loci, which needs further research. It is interesting to elucidate the protein components and conformation change of the RNA/protein complex upon 5430416N02Rik knockout. Alternatively, it is possible that in homozygous  $\Delta G$  ESCs, other lncRNA might replace 5430416N02Rik RNA, and function as the scaffold in the RNA/protein complex.

## EXPERIMENTAL PROCEDURES

### Cell Culture

mESCs D3 were grown in culture dishes coated with 0.1% gelatin (Sigma) in growth medium consisting of 85% DMEM (Gibco), 15% fetal bovine serum (HyClone), 2 mM L-glutamine, 5,000

units/mL penicillin and streptomycin, 0.1 mM non-essential amino acids (Invitrogen), 0.1 mM 2-mercaptoethanol (Sigma), 1 mM sodium pyruvate (Thermo), and 1,000 units/mL leukemia inhibitory factor (LIF) (ESGRO). mESCs D3 were grown without feeder. The medium was replaced every 2–3 days. Cells were maintained at 37°C in a 5% CO<sub>2</sub> incubator. For the pluripotency genes analysis, ESCs were plated at an appropriate density and cultured for 2 days, and then collected for RNA extraction and qPCR.

### EB Differentiation

To form EBs, ESCs were cultured in 30  $\mu$ L hanging drops (1,000 cells/drop, ESC medium without LIF), and EBs were collected on day 4.

### Cell-Cycle Analysis

The cell cycle was analyzed using the Cell Cycle and Apoptosis Analysis Kit (Beyotime, C1052) in accordance with the manufacturer's instructions.

### Flow Cytometry Analysis of Cell Apoptosis

Cell apoptosis was analyzed using an Annexin V-FITC Apoptosis Detection Kit (Beyotime, C1062L) in accordance with the manufacturer's instructions. Untreated cells were used as a negative control and for gating.

### EdU Incorporation Analysis

EdU incorporation was performed using the EdU Detection Kit (Ribobio, C10310-1) in accordance with the manufacturer's instructions. In brief, mESCs were plated at an appropriate density in 12-well plates. Twenty-four hours later, EdU was added to a final concentration of 10  $\mu$ M. Then, EdU incorporation was detected after 24 h in accordance with the manufacturer's instructions.

### 3C Library Construction

Cells ( $10^7$ ) were resuspended and fixed in 2% formaldehyde in culture medium for 10 min at room temperature, then quenched by

(B) Efficient knockdown of *Mid1* with two different shRNAs. ESCs were transfected with plasmids expressing shMid1\_1 and shMid1\_2, as well as a control vector. After a 5-day puromycin selection, cells were harvested for qRT-PCR. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\*\* $p < 0.001$ ,  $t$  test.

(C) Proliferation assays for control and *Mid1* knockdown ESCs. After transfection and puromycin selection as described in (B), the surviving cells were used for proliferation assays. The y axis is cell number. Three biological replicates per sample were assayed. Data are shown as the mean  $\pm$  SEM ( $n = 3$ ). \*\*\* $p < 0.001$ ,  $t$  test.

(D) Western blots demonstrate Flag-tagged *Mid1* overexpression in WT, homozygous  $\Delta PG$  and  $\Delta G$  cells.

(E) Colony-forming assays of control and *Mid1* overexpression ESCs. Representative pictures are shown. mESCs (WT, two homozygous  $\Delta G$  clones, two  $\Delta PG$  ESCs clones) were transfected with overexpression vector. Transfected cells were selected and picked as single clone. C1 and C2 were two individual cell lines picked from ESCs that were transfected with control vector. M1 and M2 were two individual cell lines picked from ESCs that were transfected with the vector containing *Mid1* coding sequence. Scale bars, 50  $\mu$ m.

(F) The relative diameters of colonies (E) were measured and shown with a box-and-whisker plot. Three biological replicates per sample were assayed. Contrast in one-way ANOVA analysis was carried out. Data are shown as the mean  $\pm$  SEM. \* $p < 0.05$ , \*\*\* $p < 0.001$ .

(G) The top panel is the schematic illustration of the *Mid1* locus. Arrows (A–F) represent the PCR amplicons for 3C experiment. The bottom panel illustrates the 3C-qPCR results detecting interactions between the 5430416N02Rik promoter and the *Mid1* locus in heterozygous and homozygous  $\Delta G$  ESCs. Contrast in one-way ANOVA analysis was carried out. Data are shown as the mean  $\pm$  SEM. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

(H) A working model for lncRNA 5430416N02Rik to regulate the expression of *Mid1*. The lncRNA 5430416N02Rik gene locus collaborates with CAPs, such as CTCF, Cohesin, and Mediators, to stabilize the interactions between the 5430416N02Rik promoter and the *Mid1* locus, consequently activating *Mid1* expression.

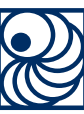

0.125 M ice-cold glycine. Cells were centrifuged for 8 min at  $320 \times g$  at  $4^{\circ}\text{C}$  and washed once in 10 mL of cold PBS. All the supernatant was removed and the cell pellet was resuspended in 5 mL of cold Lysis Buffer (10 mM Tris, 10 mM NaCl, 5 mM  $\text{MgCl}_2$ , 0.1 mM EGTA, 1 $\times$  protease inhibitors, 0.2% NP-40) and incubated for 10 min on ice. The cells were then centrifuged for 5 min at  $600 \times g$  at  $4^{\circ}\text{C}$ , and the supernatant was removed. The cell pellet was resuspended once with 10 mL of cold PBS and centrifuged for 5 min at  $600 \times g$  at  $4^{\circ}\text{C}$ ; the supernatant was discarded. The cell pellet was resuspended in 440  $\mu\text{L}$  of Milli-Q, 60  $\mu\text{L}$  of  $10\times$  RE buffer, and 7.5  $\mu\text{L}$  of 20% SDS, and incubated for 1 h at  $37^{\circ}\text{C}$  while shaking at 900 rpm. Then, 50  $\mu\text{L}$  of 20% Triton X-100 was added and incubated for 1 h at  $37^{\circ}\text{C}$  while shaking at 900 rpm. Restriction enzymes DpnII (NEB; 400 U) were added followed by incubation overnight at  $37^{\circ}\text{C}$  while shaking at 900 rpm. Another 200 U of DpnII was added and incubated for 6 h at  $37^{\circ}\text{C}$  while shaking at 900 rpm. Then, 40  $\mu\text{L}$  of 20% SDS was added and incubated for 20 min at  $65^{\circ}\text{C}$  to inactivate the enzyme. The samples ( $\sim 600 \mu\text{L}$ ) were transferred to a 50-mL Falcon tube, 700  $\mu\text{L}$  of  $10\times$  ligation buffer and 5.7 mL of Milli-Q were added to 7 mL. Triton X-100 (20%, 375  $\mu\text{L}$ ) was added followed by incubation for 1 h at  $37^{\circ}\text{C}$  while shaking gently. T4 ligase (100 U; Clontech) was added followed by incubation overnight at  $4^{\circ}\text{C}$ . Protease K (20 mg/mL, 15  $\mu\text{L}$ , 300  $\mu\text{g}$ ) was added followed by de-crosslinking overnight at  $65^{\circ}\text{C}$ . RNase A (10 mg/mL, 30  $\mu\text{L}$ , 300  $\mu\text{g}$ ) was added followed by incubation for 45 min at  $37^{\circ}\text{C}$ . DNA was then extracted with phenol-chloroform and the 3C library was quantified by NanoDrop.

Bacterial artificial chromosomes (BACs) (RP23-292L23, RP24-250A6, RP23-154O12, and RP24-385C17) were purchased from BACPAC and amplified with conventional protocols. Then, the pooling of BAC DNA (2.5  $\mu\text{g}$  for each) was digested with DpnII. After ligation with T4 ligase, DNA was purified and quantified for qPCR. qPCR was performed with Bio-Rad iQ SYBR Green Supermix (Bio-Rad), with 50 ng templates of the 3C library and 10 ng of BAC control DNA. Then, the relative interaction frequency was calculated with the  $\Delta\Delta\text{Ct}$  method.

#### 4C-Seq

The 3C library using HindIII (NEB) was constructed as above. Then, all the 3C library was digested in a 500  $\mu\text{L}$  reaction with 50 U of DpnII and incubated overnight at  $37^{\circ}\text{C}$ . Then, 14 mL of the reaction mixture was ligated with 100 U of ligase at  $16^{\circ}\text{C}$  overnight followed by purification with phenol-chloroform. The samples were purified with the QIAquick PCR Purification Kit (QIAGEN) and quantified with NanoDrop. 4C templates (3.2  $\mu\text{g}$ ) were pre-mixed with 160  $\mu\text{L}$  of  $5\times$  PCR buffer, 40  $\mu\text{L}$  of dNTP (10 mM), 19.2  $\mu\text{L}$  of forward primer (50  $\mu\text{M}$ ), 19.2  $\mu\text{L}$  of reverse primer (50  $\mu\text{M}$ ), 11.2  $\mu\text{L}$  of Expand Long Template Polymerase (Roche), and ddH<sub>2</sub>O to 800  $\mu\text{L}$  in total. The sample was separated into 16 reactions of 50  $\mu\text{L}$  each, then PCR was with the following program: 2 min at  $94^{\circ}\text{C}$ , 10 sec at  $94^{\circ}\text{C}$ , 1 min at  $55^{\circ}\text{C}$ , 3 min at  $68^{\circ}\text{C}$ , 29 repeats, 5 min at  $68^{\circ}\text{C}$ , and  $4^{\circ}\text{C}$  forever. The samples were purified with a QIAquick PCR Purification Kit and run on agarose gel (2%) for 10 min. Gel excision (150–800 bp) was performed followed by extraction with a QIAquick Gel Extraction Kit (QIAGEN). The 4C library was then purified with a QIAquick PCR Purification Kit.

The quality and concentration of the 4C library were checked with a bio-analyzer.

Two biological replicates were performed for each 4C-seq experiment. 4C libraries were then sequenced as 50 bp single-end reads using the HiSeq 2000 platform (BGI). 4C-seq data were analyzed using methods described elsewhere (Cai et al., 2016a, 2016b; van de Werken et al., 2012). To start with, sequencing reads with specific primer sequence were selected. Sub-fragments concatenated with primer sequences were mapped to the reference genome (NCBI37/mm9) with BWA. Mapped fragments were further aligned to a reduced “library” containing genome-wide HindIII sites. A “binarization” step was taken to minimize the PCR duplication bias. Then, a window-based model was used to identify significantly interacting regions. Each interacting site  $i$  was examined in the foreground window  $w$  with length  $l_w$  (HindIII sites) and background window  $W$  with length  $L_W$  (HindIII sites). The number of interacting sites for window  $(i, w)$  was denoted as  $C_{i,w}$ , and a  $Z$  score was assigned to the window based on the following formula:

$$z_i = (C_{i,w} - \mu_W) / \sqrt{(\mu_W(1 - \mu_W/l_w))}$$

where  $\mu_W$  is the expected number of interacting sites in window  $(i, w)$  calculated based on the total number of interactions in window  $(i, W)$ .

A foreground window size of 500 and 100 was used in counting the number of ligated sites to define inter-chromosomal and intra-chromosomal interactions, respectively. To define intra-chromosomal interactions, we set the background window size to 3,000 to calculate the expected number of ligated sites in a foreground window. For inter-chromosomal interactions, the background window was set as the whole chromosome since no distance adjustment is needed. The calculated  $Z$  scores were compared with the standard Gaussian distribution and regions with  $p$  values smaller than 0.05 were taken as significant candidates.

#### Capture-C-Seq

The 3C library using DpnII was constructed as above. The 3C library was then sonicated to 100–300 bp and the library was constructed and indexed with the NEBNext DNA Library Prep Master Mix Set for Illumina (NEB). Then, 1  $\mu\text{g}$  from each indexed library was pooled and then captured with two biotin-labeled probes using the SeqCap EZ Hybridization and Wash Kit (Roche). After amplification with P5 and P7 primers, the second capture step was performed with the same probes. The Capture-C library was then amplified with P5 and P7 primers followed by purification with the AMPure XP system (Beckman Coulter). The library size and the concentration were checked with the DNA bio-analyzer.

How the deposited data were processed for this re-analysis (not part of the article)

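RNA-seq values of 24 samples and 4C-seq regions of 2 replicates were used. The authors aligned the RNA-seq reads to NCBI37/mm9 with TopHat2, removed duplicates, counted reads per gene by strand with HTSeq and GENCODE gene models, and normalized and transformed the counts with DESeq2. The deposited RNA-seq values are regularized log (rlog) values on the log2 scale, in 1 table of 12 ΔPG samples and 1 table of 12 ΔG samples. Whether the transformation used the sample groups is not stated in the methods. Each table lists 33924 genes, of which 21979 varied in the ΔPG and 22048 in the ΔG table, and the others were 0 in every sample. Since the values carry no counts, the depth per sample is unknown and no counting interval is given. The deposited 4C-seq files hold the start and end of each region that the authors called significant in a replicate, without a score or another value.

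Samples were grouped by cell line (ΔPG or ΔG), genotype and treatment as the labels give them, with 3 samples per group. Each of 4 comparisons set homozygous against heterozygous samples of the same line and treatment. R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with a variance trend) was fitted to the 6 samples of a comparison. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 difference over 0.5. The RNA-seq methods refer to the RIP-seq analysis, whose limits were an adjusted p under 0.05 and a fold change over 1.5, and these were used as an alternative. The 2 limits used here were taken from Table S3, whose sheets list genes with adjusted p under 0.1, and from Figure S4B. The difference between the effect in RA and the effect in ES was tested as an interaction over the 12 samples of a table. Gene lists were tested with camera (inter-gene correlation 0.01), fry, and camera with an estimated correlation. The p53 target list was written after the first rows of Table S3 had been read, in which 4 of its members (Eda2r, Phlda3, Bbc3 and Ccng1) were seen, and is also given without them. Other splits of the samples were counted in full for 3 against 3 samples (10 splits) and drawn 100 times for the interaction and for the shared genes. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the 4C-seq regions, with 10000 circular shifts.

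The comparisons, the tests and limits, and all alternatives except the removal of trends with GC content and gene length were chosen before the data were examined. Both trends were taken up after the medians per chromosome had been seen. For this correction, a smooth curve (lowess) of each sample's deviation from the gene mean against exonic GC content or exonic length was subtracted, over genes with a mean rlog value of at least 3. The genes named in the text are the genes that the paper names for these cells, Trp53 and Eda2r, in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those whose samples do not overlap between genotypes, the shared genes, and list members as counts. Other genes, and tests added later, were chosen after values were seen and are named as such. Genes with near-identical copies, such as the pseudogene Rps16-ps2, can share reads with these copies, so their values are uncertain.

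The calls, the GC correction, the interaction and the list test were tested on simulated data made from the values of each table, and the neighboring pairs and the circular shifts on simulated positions. With 200 genes changed by 1 on the log2 scale, the calls recovered 187 in ΔPG ES (2 false calls), 187 in ΔG ES (3 false calls), 187 in ΔPG RA (3 false calls) and 188 in ΔG RA (4 false calls). With a GC trend put in and then removed, 99.0% (ΔPG ES), 98.4% (ΔG ES), 96.4% (ΔPG RA) and 97.9% (ΔG RA) of the changed genes were recovered. The interaction recovered 176 of 200 genes in ΔPG (1 false call) and 189 of 200 in ΔG (14 false calls). Lists of 40 unchanged genes had a camera p under 0.05 in 1.5% to 2% of runs. For the circular shifts, a first simulation of 100 independent pairs of replicates gave a p under 0.05 in 14% of runs, because both replicates left the same chromosome end empty. A second, added after the first, rotated each replicate at random and gave 4.4% of 1000 runs. Pairs sharing most regions were found in 100% of 100 runs. Structure that both replicates share, such as stretches without any region, therefore makes the p of the shifts too small.

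The plan took the 4C-seq regions to be on NCBIM37, as the methods state. The HindIII sites showed that they are not, so gene positions came from the RefSeq annotation of GRCm38 and the windows planned on NCBIM37 were not used. No GO annotation was used. The supplementary table of ΔPG ES calls could be read in part only, with 1999 of its 7158 genes. RIP-seq and Capture-C were not analysed here.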

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

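The splits of the samples for the p53 target list in ΔG cells, the test of the mitochondrial genes and both tests of the Y-linked genes were chosen after the results were seen, and the removal of the GC trend, also for the difference between RA and ES, was added after the medians per chromosome were seen.

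In homozygous ΔPG cells, Trp53, which the paper does not discuss, was among the most reduced genes. Its rlog value fell by 3.02 in ES, from 7.05 to 4.02, and from 6.04 to 3.83 in RA, a log2 difference of -2.21. In ΔG ESCs it was 2.62 in heterozygous and 2.46 in homozygous samples, although the ΔG table was normalized separately from the ΔPG table. A list of 40 p53 target genes, of which 38 were tested, was shifted by -0.46 in ΔPG ES (camera, adjusted p = 1.61e-05) and by -0.58 in ΔPG RA (camera, adjusted p = 6.39e-29). Of the 38 genes, 29 were lower in ES, where 15 were called lower and 1 higher, and 33 were lower in RA, where 15 were called lower. Adjusted over the list alone, 16 and 15 passed both limits. Members of this list had been seen in Table S3 before the list was written. Without Eda2r, Phlda3, Bbc3 and Ccng1, the shift was -0.31 in ES, where camera gave 0.000302 unadjusted, and -0.41 in RA. Over all alternatives, the camera or fry value lay between 4.41e-07 and 0.00786 in ES. In ΔG cells the shifts were -0.04 in ES (camera, adjusted p = 0.372) and -0.03 in RA (camera, adjusted p = 0.372), no member was called, and 8 and 9 members had an unadjusted p under 0.05. Trp53 lay under an rlog value of 3 in both ΔG genotypes, also in RA (2.28 in heterozygous and 2.56 in homozygous samples). The test in ΔG cells therefore cannot tell kept p53 activity from activity already low in the heterozygous cells. Whether the shift differs between ΔPG and ΔG was not tested. The real split was the 1 of 10 splits with the smallest p in ΔPG ES, and likewise 1 of 10 in ΔPG RA, a share that 10 splits cannot bring under 0.1. In ΔG, 4 of 10 splits in ES and 5 of 10 in RA gave a p as small. The GC trend as the whole source of the shift in ΔPG ES is argued against by the value of 6.33e-07 that camera gave after the trend was removed. A deletion that reaches the neighbors of Trp53 is argued against by the 21 expressed genes within 250 kb, whose median difference was -0.00195 in ΔPG RA. In ΔPG ES their median was -0.28, and 18.4% of random windows were as low. The lower targets are consistent with a loss of p53 activity in the homozygous ΔPG cells. Whether this loss came with the deletion of the locus or arose in the clone remains open, since genotype and clone are not separated. Heterozygous ΔG ESCs still expressed 5430416N02Rik (rlog 5.54), yet had Trp53 at 2.62 and Eda2r at -0.53. Low values of both genes were thus found while the transcript was present, though in a table normalized separately.

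In homozygous ΔG cells, Rnf187 was higher by 3.36 in ES and 3.50 in RA, together with Hist3h2ba (3.28 in ES and 4.79 in RA) and Gm12260 (2.67 in ES and 2.17 in RA). The paper does not discuss these genes. The other 5 expressed genes within 250 kb had a median difference of 0.116 in ES, from -0.03 to 0.26, but this list leaves out Hist3h2ba and Gm12260, which were called. In RA the median of the other 6 was 0.178, with Hist3h2bb-ps at 1.86, and 2.24% of random windows were as high. Zfp39 and Trim11, on either side of the called genes, were at 0.14 and 0.12 in ES and not called. This argues against a loss in the heterozygous cells that reaches them. In heterozygous ΔG ESCs, Hist3h2ba was at 3.08 and Gm12260 at 2.70, against 7.28 and 6.97 in heterozygous ΔPG ESCs, normalized separately. The heterozygous ΔG cells were thus the low ones for both genes. A deletion or silencing between Zfp39 and Trim11 in the heterozygous cells and a change of single genes alone cannot be told apart. No biological explanation was tested.

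The 13 expressed genes encoded by mitochondrial DNA had a median difference of 2.03 in ΔPG ES, and all 13 were called higher. In ΔPG RA their median was 0.107. In ΔG, over 15 such genes, it was -0.19 in ES and -0.19 in RA. These genes are poor in GC (median 35.8%). After removal of the GC trend, the median in ΔPG ES was 1.19 and 12 were called higher, so that trend does not account for all of it. A difference in library preparation of the ES samples and a difference of the cells themselves cannot be told apart, because all samples of a group could have been prepared together and the labels give no batch. For mt-Nd3 and mt-Atp8, the heterozygous ES samples were the low ones, at 7.45 and 4.84 against 9.51 and 7.20 in heterozygous RA samples.

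The 7 expressed Y-linked genes had a median difference of -0.59 in ΔPG RA, where 7 of 7 were lower and 5 were called. The 7 in ΔPG ES included Gm3395 in place of Usp9y. Their median was 0.130 and 2 of 7 were lower, Ube1y1 (-1.30) and Kdm5d (-0.61), both called. Without the GC trend, 7 of 7 were lower in ES too, with a median of -0.74. These genes are poor in GC, with a median of 39.3% in the ES set and 37.9% in the RA set. The GC trend raises genes poor in GC in ΔPG ES, so it may hide a fall there and does not account for one. The differences ran from -1.28 to -0.12 in ES without the trend and from -0.97 to -0.18 in RA. A loss of chromosome Y would lower the counts of all genes by a like share, but rlog values shrink the falls of genes with few reads. Unequal falls thus do not argue against such a loss. A loss of chromosome Y in some of the homozygous ΔPG cells and changes of single genes therefore cannot be told apart. In ΔG ES, 4 of 7 were lower. Eif2s3y (-0.61) was called lower, Ddx3y (-0.25), Uty (-0.32) and Zfy1 (-0.50) were lower without a call, and Kdm5d (0.817) and Gm3395 (0.56) were called higher. In ΔG RA, 6 of 8 were lower, with a median of -0.34, and 2 were called, both lower. These genes were named after their values were seen. A loss of chromosome Y in some of the homozygous ΔG cells and changes of single genes cannot be told apart, since the genes go both ways.

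The effect of the homozygous deletion differed between RA and ES for 3056 genes in ΔPG and 524 in ΔG, by an interaction in limma. Of 100 splits, 4 in ΔPG and 1 in ΔG gave as many, the real split included. The most in another split was 3562 in ΔPG and 435 in ΔG. These splits decide nothing about a difference between RA and ES, since they also change the genotype effect within each treatment. After the GC trend was removed, 1122 genes were called in ΔPG, and 645 of the 2881 called genes with a mean rlog value of at least 3 kept their call (22.4%). The GC trend of the ES libraries may therefore account for most, but not all, of these calls. In ΔG, 430 of 440 kept their call. Among the genes examined, the effect in RA minus the effect in ES in ΔPG was -0.61 for Klf4, 0.82 for Trp53, -0.88 for Eda2r, -1.47 for Cdkn1a and -1.66 for mt-Rnr2. Cdkn1a and mt-Rnr2 were chosen after their values were seen. Without that trend, the difference of Eda2r was -0.26 and no longer called, and the others were -0.91 for Klf4, 0.62 for Trp53, -1.75 for Cdkn1a and -0.75 for mt-Rnr2. Eda2r was called under 20 of 21 alternatives.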

How the results depend on the processing

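The removal of the trends with GC content and gene length was chosen after the data were seen. The other alternatives were set earlier.

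Leaving out each replicate in turn kept all 15 summary results it was run on within their limits, in 108 fits. The counts of called genes ran from 2799 to 3012 in ΔPG ES, from 146 to 201 in ΔG ES, from 133 to 178 in ΔPG RA and from 471 to 532 in ΔG RA. By direction, the lower genes in ΔG ES fell to 89 without homozygous replicate 1, and the higher genes in ΔPG RA fell to 34 without homozygous replicate 2. The other alternatives changed 17 of 28 summary results.

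With an adjusted p under 0.1 and no limit on the difference, the counts were 7926 in ΔPG ES, 1152 in ΔG ES, 1006 in ΔPG RA and 2433 in ΔG RA, 330 for genes shared between ΔPG and ΔG ES, and 6387 and 1164 for effects that differ between RA and ES in ΔPG and ΔG. An adjusted p under 0.05 with a difference over log2(1.5) gave 117 in ΔG ES, 275 in ΔG RA, 11 shared genes, and 268 for the RA and ES difference in ΔG. Both follow from the limits. With a mean rlog value of at least 5, 134 were called in ΔG ES, 111 in ΔPG RA, 247 in ΔG RA and 339 for the RA and ES difference in ΔG, and 2 neighboring pairs of called genes were left in ΔG ES (permutation p = 0.21). Fewer genes were tested there. After quantile normalization, the share of higher genes in ΔG ES was 49.4% (76 of 154) against 35.9%, and the cause was not tested.

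Removing the GC trend left 837 called genes in ΔPG ES, 13 shared genes, and 1122 that differed between RA and ES in ΔPG. The S-phase list in ΔPG ES turned to -0.0776, and the G2/M list had no shift past the limit (-0.0067). Under fry, the S-phase list in ΔPG ES (0.0792) and the p53 target list in ΔG ES (-0.0442) passed, which they did not under camera. The cause was not tested.

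Same-numbered samples deviated together with r of at most 0.0855, so the numbers do not pair the samples. With the replicate number as a block, 44 genes were called in ΔG ES, 112 in ΔPG RA and 5 shared, and Mid1 (adjusted p = 0.110, from 1.94e-09 to 0.110 over the alternatives) and Prom1 (adjusted p = 0.119, from 1.36e-10 to 0.119) in ΔG ES and Rps16-ps2 in ΔPG RA were not called.

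The profile correlation in ΔPG ES was 0.626 over all varying genes, 0.621 with a mean rlog value of at least 3 and 0.978 without centering, which also gave 0.994 in ΔPG RA. In ΔG ES it was 0.913, 0.927 and 0.994, and 0.916 as the median of sample pairs. In ΔG RA the same settings gave 0.878, 0.905, 0.989 and 0.895. Over chromosomes 1 to 19 and X, the largest shift in ΔPG ES had a size of 0.0223 over all varying genes, and the cause was not tested. With an overlap of 50% of both regions, 153 shared 4C-seq regions were left.

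Several differences changed sign, none of which was itself called, although some of their genes were called in other comparisons. With each sample centered on its median these were Klf4 in ΔPG ES (0.0190), Nanog (0.0058) and Eda2r (0.0089) in ΔG ES, and Lin54 in ΔG RA (0.0101). After removal of the GC trend they were Nanog (-0.0348) and Klf4 (0.31) in ΔPG ES, Lin54 in ΔG RA (0.0220), and the RA and ES difference of Lin54 (0.0914) and Nanog (0.0045) in ΔPG. With the length trend removed, Klf4 in ΔPG ES was 0.069. After quantile normalization, the RA and ES difference of 5430416N02Rik in ΔG was -0.0144. Across the fits that each left out a replicate, Klf4 in ΔPG ES ran from -0.0439 to 0.0671, Nanog in ΔG ES from -0.0235 to 0.0033, Eda2r in ΔG ES from -0.0113 to 0.0043, Nanog in ΔPG RA from -0.11 to 0.0015, Lin54 in ΔG RA from -0.0604 to 0.0456, and the RA and ES difference of 5430416N02Rik in ΔG from -0.0915 to 0.134.

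Among called genes, Lin54 in ΔPG ES lost its call with the GC trend removed (0.18). Pou5f1 in ΔPG ES lost its call with median centering, with log2(1.5), with the GC trend removed (-0.21), with the length trend removed, and without heterozygous replicate 2 (-0.50). Sox2 in ΔPG RA gained a call without homozygous replicate 3 (0.50). Over all single genes and directions, alternatives other than leaving out a replicate changed 31 of 81 results, with 8 values weaker, 12 stronger, 26 moved and 11 reversed among 912. Since the depth is unknown, what it limits cannot be given.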

Differences from the paper's values

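The removal of the GC trend and the use of the NCBIM37 position of Mid1 were chosen after the results were seen, and the other alternatives named in this part were set before the data were examined.

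In homozygous ΔPG ESCs, 1510 genes were called higher against the paper's 2747, and 15 of 16 alternatives set before the data were examined differed as well. With an adjusted p under 0.1 alone, 3696 genes were called higher, within 1.5 times the paper's number. For lower genes, 1383 were called against the paper's 2295, and none of the 16 alternatives closed the gap. After RA treatment, 53 genes were called higher and 133 lower in ΔPG cells, against 122 and 248 counted in the paper's Table S3 at the same limits, and none of 16 alternatives closed either gap. Between ΔPG and ΔG ESCs, 7 higher and 14 lower genes were shared, 21 in all, against the paper's 17, 30 and 47. None of 22 alternatives closed these gaps.

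Pearson's r between heterozygous and homozygous profiles was 0.720 in ΔPG ESCs against about 0.38 in Figure S4A, read by eye. In ΔPG RA cells it was 0.928 against about 0.82 in Figure S4A, in ΔG ESCs 0.944 against about 0.87 in Figure S4A, and in ΔG RA cells 0.918 against about 0.83 in Figure S4A. None of the 4 alternatives closed any of these gaps.

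The paper's log2 fold changes in Table S3 come from counts, while the values here are differences of rlog values, which are shrunk, so the scales differ for genes with few reads. The errors in Table S3 are standard errors. In ΔPG ESCs, the log2 difference of Mid1 was -0.88 against the paper's -1.21, 5430416N02Rik was lower by 2.30 against the paper's -7.68, and the log2 difference was -3.02 for Trp53 against the paper's -4.89 and -2.57 for Eda2r against the paper's -6.01, under all alternatives as well. Pou5f1 was at -0.52 against the paper's -0.58, which differed under 15 of 16 alternatives and not after quantile normalization (-0.61). In ΔG ESCs, 5430416N02Rik was at -2.79 against the paper's -8.68. In ΔPG RA cells, Mid1 was at -0.59 against the paper's -0.83, 5430416N02Rik at -1.81 against the paper's -6.23, Klf4 at -0.61 against the paper's -1.02, Trp53 at -2.21 against the paper's -4.19 and Eda2r at -3.44 against the paper's -5.95. In ΔG RA cells, 5430416N02Rik was at -2.75 against the paper's -8.48. None of the alternatives closed these gaps. Sox2 in ΔPG RA cells was at 0.42 against the paper's 0.66, which differed under 14 of 16 alternatives and not without homozygous replicate 2 (0.44) or without homozygous replicate 3 (0.50).

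From a gene ontology (GO) analysis, the paper states that many of the genes lowered in ΔPG ESCs were related to the cell cycle. No GO annotation was used here, so the list counts that follow neither repeat nor contradict that analysis. Of the G2/M list, 11 genes were called higher and 4 lower in homozygous ΔPG ESCs, and of the S-phase list 6 higher and 1 lower. After removal of the GC trend, an alternative chosen after seeing the values, the S-phase shift was -0.08, and the G2/M list had no shift past the limit (-0.01). The paper states that expression of Lin54 and Sec31a was not affected (Figure S4H). In these RNA-seq samples Lin54 was called higher in homozygous ΔPG ESCs, at 0.62 (limma adjusted p = 0.000144, from 8.53e-10 to 0.0311 over the alternatives), and was not called with the GC trend removed, at 0.18. The paper states that the promoter contacts that of Mid1. At its GRCm38 position, Mid1 overlapped a 4C-seq region of 1 replicate and no shared segment. Setting its NCBIM37 position against the regions as they stand, which was chosen after seeing the values, places it inside a shared segment.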

Other observations

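The tests of the build of the 4C-seq regions, of the number of genes and of Mid1 in these regions, and the second test of the position of called genes were chosen after the results were seen. So were the splits of the samples for the cell cycle lists in ΔG cells. The tests of GC content and gene length were chosen after the medians per chromosome were seen.

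Lin54 was higher in homozygous than in heterozygous ΔPG ESCs by 0.62 and was called. It was not called in ΔG ESCs (-0.08), ΔPG RA cells (0.27) or ΔG RA cells (-0.01). Sec31a was called in none of the 4 comparisons, at 0.09, 0.14, -0.10 and 0.21 in ΔPG ES, ΔG ES, ΔPG RA and ΔG RA. Among pluripotency genes, Pou5f1 was lower in homozygous ΔPG ESCs, at -0.52 (limma adjusted p = 1.77e-06, from 1.70e-19 to 0.000253 over the alternatives), and called under 13 of 18 alternatives. In ΔPG ESCs, Sox2 was at 0.07, Nanog at 0.11 and Klf4 at -0.00017, none of them called. In ΔG ESCs, Pou5f1 was at 0.02, Sox2 at -0.13, Nanog at -0.0074 and Klf4 at -0.06, none of them called. Klf4 was called lower in ΔPG RA cells, at -0.61 (limma adjusted p = 0.0126, from 0.000765 to 0.0661 over the alternatives).

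In ΔPG ESCs, the log2 differences followed GC content with r = -0.714 across genes, which are not independent replicates. Relative to the mean of its table, each heterozygous ΔPG ES library rose with GC content (r from 0.333 to 0.339), and each homozygous one fell (r from -0.292 to -0.238). The ΔPG RA libraries had r from -0.085 to -0.024. For the 10% of genes with the lowest GC content, the deviation was 0.24 in homozygous ΔPG ES and 0.08 in homozygous ΔPG RA. In ΔG cells, ES was above RA too, with 0.08 and -0.08 in heterozygous and 0.10 and -0.10 in homozygous cells. Heterozygous ΔPG cells went the other way, with -0.37 in ES and 0.06 in RA, which sets their ES libraries apart. A bias of library preparation in the ΔPG ES libraries and a change in the cells that follows GC content cannot be told apart, because the trend runs along the groups. As the whole source of the calls in ΔPG ES, the trend is argued against by the 837 genes called with it removed. It may still account for most of the calls, since 19.4% of them stayed. A bias with gene length is argued against by the 2700 genes called with that trend removed. A few genes taking most of the counts is argued against by the 2875 genes called with each sample centered on its median. A gain or loss of a whole chromosome among 1 to 19 and X, in all cells, is argued against by ΔPG RA. The largest shift of these 20 chromosomes there was -0.0618, on chromosome 6. Chromosome Y is excepted, with a shift of -0.59 there. In ΔPG ES, 10 of the 20 had a shift over 0.1, and after removal of the GC trend 1 did, again chromosome 6, at -0.101. A change of chromosome 6 in some of the homozygous ΔPG cells therefore remains open.

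The real split of the 6 samples gave the most called genes in ΔPG ES, ΔG ES, ΔPG RA and ΔG RA, which is 1 of 10 splits in each. A share under 0.1 cannot be reached with 10 splits. For the genes shared between ΔPG and ΔG ES, 2 of 100 splits gave as many as the 21 found, the real one included, and the most in another split was 34. These splits decide nothing about sharing, since the calls of each comparison come from its real split. For the G2/M list in ΔPG ES and for both cell cycle lists in ΔG ES, 1 of 10 splits gave a p as small. For the S-phase list in ΔPG ES, 4 of 10 did. After the GC trend was removed, camera gave 0.947 for the G2/M list in ΔPG ES (from 8.20e-07 to 0.947 over all alternatives), consistent with the GC trend as the source of its shift. The S-phase list, which had no shift past the limit before, then had 0.0413 in the other direction (from 0.000447 to 0.768 over all alternatives). What the GC trend does to this list remains open.

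Called genes lay next to each other more often than by chance. In ΔPG ES there were 737 neighboring pairs called in the same direction against 326.2 on average in 10000 random reassignments (permutation p = 0.0001, the smallest they can give). In ΔG ES there were 8 against 1.95 (permutation p = 0.0013), in ΔPG RA 14 against 1.39 (permutation p = 0.0001) and in ΔG RA 34 against 7.15 (permutation p = 0.0001). No explanation of this was tested.

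Around Mid1, Hccs was the only other expressed gene within 1 Mb, with a difference of 0.44 in ΔPG and 0.364 in ΔG ESCs. This is too few to decide whether the fall of Mid1 comes with a loss of the region around it, so the 2 cannot be told apart.

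The ends of the 4C-seq regions are consistent with coordinates on GRCm38, since 612 of 646 region starts lie at HindIII sites of NCBIM37 once the offset of neighboring genes is subtracted, and 24 of 680 do so as they stand. In Table S2, the first rows of the read sheets lie at HindIII sites of NCBIM37, 2000 of 2000 in replicate 1 and 1999 of 2000 in replicate 2. Setting NCBIM37 gene positions against these regions as they stand gives 12717 gene records, which is the number the paper states. The same reading places Mid1 inside 1 shared segment. This is consistent with a mixture of builds, with NCBIM37 gene positions set against GRCm38 regions, as the source of both.

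Genes called in ESCs lay in shared 4C-seq segments more often than in 10000 circular shifts, with a share of 0.0001 for ΔPG and 0.0001 for ΔG, the smallest they can give. Expressed genes as a whole gave the same share, so this test decides nothing. The second test set the called against the expressed genes. Inside the segments lay 43.6% of called against 45.5% of expressed genes in ΔPG and 36.9% against 45.3% in ΔG ESCs. A share of 0.98 of the shifts in ΔPG and 0.99 in ΔG gave a difference as high, which argues against a position in shared segments beyond that of expressed genes.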
